# Heterogeneity of tyrosine-based melanin anabolism regulates pulmonary and cerebral organotropic colonization microenvironment of melanoma cells

**DOI:** 10.7150/thno.69198

**Published:** 2022-01-31

**Authors:** Xuefeng Wang, Yu Chen, Bin Lan, Yu Wang, Wansong Lin, Xu Jiang, Jiayin Ye, Bingxue Shang, Chao Feng, Jun Liu, Jingjie Zhai, Muhan Xu, Qing Li, Liangyu Lin, Mingyuan Hu, Fanjun Zheng, Ling Chen, Changshun Shao, Ying Wang, Yufang Shi

**Keywords:** Melanoma, organotropic colonization, tumor heterogeneity, melanin anabolism, immune checkpoint

## Abstract

**Background:** Dietary tyrosine regulating melanoma progression has been well-recognized. However, whether tyrosine-based melanin anabolism contributes to pulmonary and cerebral organotropic colonization of melanoma remains elusive. Furthermore, approaches based on targeting tyrosinase activity to inhibiting multi-organ metastasis of melanoma cells need to be designed and validated.

**Methods:** Patients derived melanoma cells and mouse B16 melanoma cells with different pigmentation were employed in this investigation. Tyrosine content dynamics in tumors and multiple organs during the melanoma progression was monitored, and tyrosine-based melanin synthesis of melanoma cells derived from multi-organ was determined. Additionally, we also adopted RNA-seq, flow cytometry, real-time PCR and composite metastasis mouse model to analyze organotropic colonization and to validate designed therapeutic strategies.

**Results:** B16 melanoma cells with high activity of tyrosinase and sensitivity of tyrosine utilization for melanin synthesis (Tyr-H cells) easily colonized in the lung, while B16 melanoma cells lacking above characteristics (Tyr-L cells) exhibited potent proliferation in the brain. Mechanistically, Tyr-H cells recruited and trained neutrophils and macrophages to establish pulmonary metastatic niche dependent on highly secreted CXCL1 and CXCL2 and an excessive melanosome accumulation-induced cell death. Tyr-L cells enhanced PD-L1 expression in tumor-infiltrated macrophages when they are progressing in the brain. Accordingly, intervention of tyrosinase activity (2-Ethoxybenzamide or hydroquinone) in combination with inhibitors of phagocytosis (GSK343) or chemotaxis (SB225002) suppressed organotropic colonization and significantly improved the survival of melanoma- bearing mice treated with immune checkpoint blockade (PD1 antibody).

**Conclusions:** The heterogeneity of melanoma cells in utilization of tyrosine is associated with organotropic colonization, providing the basis for developing new strategies to combat melanoma.

## Introduction

Malignant melanoma is the most lethal skin cancer with constantly increasing incidence worldwide. Diverse mutations contribute to intratumor heterogeneity and are associated with varying metastatic potential to different organs 1. Clinically evident metastasis is an ominous sign in melanoma patients, and about 95% of patients with three or more distant metastatic sites die within one year 2. Metastatic melanoma can be found in multiple organs, mainly in the lung and brain, followed by liver and bone 3-5. However, the factors determining organotropic metastasis of melanoma remain elusive.

Melanoma is the most common in light-skinned people, but it can also afflict those with darker pigment 6. During the progression of melanomas, loss of pigment often occurs, and the coloration of melanoma cells is associated with the prognosis of melanoma. In some reports, amelanotic melanoma exhibited more aggressive pathologic features and poorer melanoma-specific survival than pigmented melanoma 7-9. In another report, melanomas produced melanin to protect themselves from radiotherapy 10. Using melanotic MNT-1 cells enriched with mature stage III and IV melanosomes and SK-MEL-28 cells with immature stage I and II melanosomes, studies have demonstrated that MNT-1 cells proliferate faster and are more sensitive to cisplatin than SK-MEL-28 cells 11. Therefore, pigment may regulate the metastasis behavior and response to therapies in melanoma cells.

Melanin is synthesized enzymatically from L-tyrosine (hereinafter referred to as tyrosine) and L-dihydroxyphenylalanine (L-DOPA), or non-enzymatically from dopamine 12-15. Among them, tyrosine not only serves as the substrate but also as a regulator of melanogenesis and cellular functions 12, 14, even in Bomirski Ab amelanotic melanoma cells 13. Of note, dopamine is not a precursor to cutaneous melanin, it is a neurotransmitter that can autoxidize to neuromelanin 15. Importantly, the neuroendocrine activity of melanocytes has been proposed by Dr. Andrzej Slominski and his colleagues, the metabolism of melanocytes does not only coordinate cutaneous but can also affect whole-body homeostasis 16. Enhanced tyrosine consumption can be observed in melanoma patients, when melanoma developed to the stage II ~ stage III, L-DOPA, one metabolite of tyrosine, was significantly upregulated 17, and when the disease developed to the stages III ~ IV, strong melanogenesis significantly shorten the overall and disease-free survival time 18. Restriction on the utilization of tyrosine/phenylalanine, methionine or glutamine in human derived A375 and MeWo melanoma cells can impair the invasive ability of these melanoma cells through disturbing the interaction of GTPase and Ras/Ros 19. In addition, restriction of dietary tyrosine and phenylalanine improved the chemotherapy efficacy of melanoma 20, 21. Therefore, detailed investigations of the properties of melanoma cells in utilizing tyrosine and other metabolites will help to decipher the cellular behavior of melanoma.

We found that murine B16 melanoma exhibited heterogeneity in tyrosine utilization. Cells with higher *Tyr* expression (Tyr-H cells) were apt to use tyrosine to synthesize melanin and preferred to localize and grow in the lung, while cells showing lower *Tyr* expression (Tyr-L cells) were insensitive to tyrosine and more aggressive in the brain. These results suggest that the utilization of tyrosine by melanoma cells is related to their organotropic colonization. Such difference was related to the distinct abilities of Tyr-H and Tyr-L melanoma cells in shaping tumor immune microenvironment. Targeting tyrosine utilization, together with inhibition of phagocytosis or chemotaxis process, can suppress organotropic colonization of melanoma cells and significantly improve the survival of tumor bearing mice.

## Results

### Tyrosine-based melanin synthesis affects organotropic colonization of melanoma cells

During the growth of B16 melanoma, tyrosine content ratios were significantly decreased in the tumor, lung, and brain, but increased in the liver and pancreas (Figure S1A-C). Of note, the tyrosine concentrations (~1,000 ng/g) in the lung and brain were comparable to those of tumor in small size (less than 1,000 mm^3^, figure S1A). In a model of systemic metastatic melanoma constructed by cardiac injection, we observed that B16 cells were engrafted and grew in the gonadal fat, lung, liver, muscle and other organs (Figure S1D). In comparison to B16 cells isolated from these tissues and cultured *in vitro*, B16 cells derived from lung were the most apt to utilize tyrosine for melanin synthesis (Figure S1E). These results indicate that the efficiency of tyrosine utilization by B16 cells and the abundance of tyrosine in the tissues may affect the colonization of B16 cells. Indeed, not all patient-derived primary tumor cells and human tumor cell lines have strong tumor-forming ability in immunodeficient mice. When A375 cells, a human melanoma cell line, were co-injected with patient-derived pigmented melanoma cells (238818), tumor was observed in the lung. However, A375 cells alone or co-injected with patient-derived amelanotic melanoma cells (255776) failed to form tumor in the lung (Figure 1A-B). *Tyr* gene encoding tyrosinase controls tyrosine-based melanin anabolism. 

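Gene expression in Tyr-H and Tyr-L cells, subclones of the mouse melanoma line B16 that the paper names by their use of tyrosine, was measured by RNA sequencing of 3 libraries of each. The libraries were made from mRNA and sequenced from both ends with reads of 150 bp. The authors deposited FPKM values (fragments normalized for transcript length and for the fragments mapped in the library) of each library, and the paper's text names no aligner, genome build or quantifier. A gene without a value in a library is not listed in it and was taken as 0 FPKM. The Tyr-L libraries listed between 17211 and 17413 genes (median 17380), and the Tyr-H libraries between 16813 and 16949 (median 16909). Of the 20788 genes listed in at least 1 library, 20709 were found by their Ensembl identifier in the GENCODE M21 annotation of GRCm38, which gives the coordinates printed here. The files hold no read counts. Depth was estimated from the lowest FPKM values, of which those within a preset window were taken as 1 fragment. This gave 20600000, 22600000 and 19600000 fragments for Tyr-L libraries 1, 2 and 3. For Tyr-H libraries 1, 2 and 3 it gave 20800000, 22700000 and 21000000 fragments. The window limits the values that the estimate could take. The value that 3 fragments would give a gene, called its floor here, rests on this estimate and covers counting error only. Replicates were compared before they were averaged. This used the genes listed in both libraries of a pair with a mean of at least 1 FPKM in the pair. Their median absolute log2 difference between 2 libraries was 0.075 to 0.089 within a group and 0.273 to 0.321 between groups. Genes under that level were left out, so these values do not describe their spread. No pair of libraries held more than 1 identical value. The 14336 genes with a mean of at least 0.1 FPKM over the 6 libraries were tested with limma on log2(FPKM + 0.1), Tyr-H against Tyr-L, two-sided, with Benjamini-Hochberg adjustment. A gene was called at an adjusted p of at most 0.05 and an absolute log2 fold change of at least 1, after the thresholds on Q value and fold change in the paper's methods. Fold changes on this scale understate the change of genes near or under 0.1 FPKM. An exact permutation test of 3 libraries against 3 cannot give a p below 0.1. The paper's text does not say whether the 3 libraries of a group came from separate cultures, or from 1 subclone or several. The SD, standard errors and p-values given here may therefore not cover the variation between cultures or subclones. Reads of overlapping genes could be split between them, since the paper's text does not say whether reads were counted by strand.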

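*Tyr* (ENSMUSG00000004651) lies on the minus strand of chromosome 7 of GRCm38 from 87424771 to 87493512 and is a protein-coding gene. Its expression was 10.0 ± 0.602 FPKM (SD, n = 3) in Tyr-L cells and 21.3 ± 2.14 FPKM (SD, n = 3) in Tyr-H cells. The 3 Tyr-L libraries had 10.7, 9.52 and 9.8 FPKM, and the 3 Tyr-H libraries had 23.8, 20.6 and 19.7 FPKM, so the groups did not overlap (exact permutation test, two-sided, p = 0.1, the smallest p of 3 against 3). The log2 fold change was 1.08 (standard error 0.08, adjusted p = 4e-06 from limma), and *Tyr* was called higher in Tyr-H cells. The alternative that changed this call rescaled each library to a total of 1000000 FPKM, which gave a log2 fold change of 0.99, under the threshold. With each library left out in turn, the log2 fold change stayed between 1.00 and 1.14.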

We determined the expressions of MITF, Tyrosinase, TYRP1 and TYRP2, which are involved in tyrosine-based melanogenesis 22-25, measured tyrosinase activity and utilization of tyrosine for melanin synthesis in B16 cell subclones, and divided them into high (Tyr-H) and low (Tyr-L) utilization of tyrosine, respectively (Figure 1C, and figure S2). Tyr-H cells showed stronger tyrosinase activity and enhanced Tyrosinase, TYRP1 and TYRP2 expression without difference in MITF expression (Figure S2A-D and S2I-J). Additionally, both tyrosinase agonist 2-ETZ and tyrosinase substrate L-tyrosine significantly increased MITF, Tyrosinase, TYRP1 and TYRP2 expression and tyrosinase activity in parental B16 melanoma cells (Figure S2E-H and S2K-L).

Tyr-L cells proliferated faster than Tyr-H cells with or without tyrosine addition (Figure 1D-E and figure S3A-E). Upon exposure to tyrosine, melanin production was increased in Tyr-H cells (Figure 1F-G). Because the therapeutic efficacy on distant metastatic tumor may depend on the presence of *in situ* tumor, a composite model with *in situ* tumor and distant metastasis is needed to study tumor progression and anti-tumor mechanism 26. We designed and established a composite melanoma model with* in situ* tumor in the muscle and the tumor that spontaneous metastasis to the lung (Figure 1H). In this model, Tyr-H cells, but not Tyr-L cells, dominantly metastasized to the lung (Figure 1I). Although mice bearing Tyr-H melanoma exhibited less tumor burden in the muscle, their life span was greatly shortened (Figure 1J-K). The experimental lung metastasis model further confirmed that Tyr-H cells could more easily colonize in the lung than Tyr-L cells (Figure 1L-M). We wondered if the tyrosine-rich pulmonary microenvironment contributes to the chemotaxis of Tyr-H cells to the lung. A transwell experiment, however, did not reveal an increased migration of Tyr-H cells than Tyr-L cells upon tyrosine treatment (Figure S3F-J), indicating that other mechanisms could contribute to the preferential colonization of Tyr-H cells in the lung.

Brain is another organ that melanoma can metastasize easily 27. We found that the tyrosine concentration in the brain is close to that of small *in situ* melanoma tumors (Figure S1A). Interestingly, when we used stereotactic intracranial injection to construct a brain graft model of melanoma, we found that Tyr-L cells formed much larger tumors (Figure 1N-O and figure S3K). Like Tyr-L cells, B78H1, an amelanotic clone derived from the murine melanoma B16 in the laboratory of Selma Silagi 28, lacked the ability to utilize tyrosine for melanin synthesis and to colonize the lung (Figure S3L). However, these B78H1 cells formed light-colored tumor in the brain (Figure S3M). Based on the color of the melanoma colonized in the brain (Figure S3M), we speculated that Tyr-L cells can use dopamine to synthesize melanin, but the dopamine-based melanin synthesis did not affect their brain colonization. These data demonstrate that the heterogeneity in tyrosine utilization in melanoma affects their organotropic colonization.

### Properties of tyrosine resistant B16 cells *in vitro* and* in vivo*

The mutagen ethylmethanesulfonate can induce amelanotic variants that can be isolated from wild-type melanotic melanoma cells, and these amelanotic variants lost tyrosinase activity 29. We established a new method for selecting amelanotic B16 cells. When high doses of tyrosine were added into the culture medium, partially sensitive B16 cells would be killed (these cells had similar characteristics to the Tyr-H cells established above), leading to survival and enrichment of insensitive cells (these cells have similar characteristics to the Tyr-L cells established above). After 20 passages, 2-fold, 5-fold and even 10-fold higher than standard concentration of tyrosine (abbreviated as 2 T, 5 T and 10 T) in the medium did not reduce the cell viability and proliferation of the remaining B16 cells with low tyrosine utilization (Figure 2A-B and figure S4A-C). Removal of tyrosine in culture medium promoted the cell viability in the 2 T tyrosine-resistant group (Figure 2B). Interestingly, the pulmonary colonization of 5 T- and 10 T- tyrosine resistant B16 cells was significantly decreased (Figure 2C-D). However, they grew in brain easily (Figure 2E-F). We next injected tyrosine into subcutaneous B16 tumors to select tyrosine-resistant cells *in vivo* (Figure 2G-H). Similarly, tyrosine-selected B16 cells showed increased growth in the brain, but had impaired colonization in the lung (Figure 2I-L). Therefore, exposure to excess tyrosine facilitates the selection of Tyr-L cells that are more apt to grow in the brain.

### Tyr-H cells recruit neutrophils and macrophages to construct pulmonary metastatic niche

We found that Tyr-H cells showed stronger adhesion ability (Figure 3A-C). 

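Of the 6 adhesion genes of Fig. 3E-J, *F11r*, *Icam1*, *Icam2*, *Zyx* and *Itgb8* were called higher in Tyr-H cells and *Itgb5* fell short of the fold-change threshold. In each of the 6 genes every Tyr-H library exceeded every Tyr-L library (exact permutation test, two-sided, p = 0.1), where chance gives groups that do not overlap, in either direction, in 10% of genes. In these data the groups did not overlap, in either direction, in 64% of all tested genes. All 6 adhesion genes had an adjusted p of at most 0.05 over all tested genes, and all 6 when adjusted over these genes alone, a list that comes from the paper's own calls on these data and so shows no stability. *F11r* (ENSMUSG00000038235, chromosome 1, 171437535 to 171464603) rose from 0.168 ± 0.114 FPKM in Tyr-L cells to 1.46 ± 0.245 FPKM in Tyr-H cells (SD, n = 3 each), a log2 fold change of 2.61 (standard error 0.30, adjusted p = 6.8e-05 from limma). *Icam1* (ENSMUSG00000037405, chromosome 9, 21015985 to 21028817) was not listed in Tyr-L library 1 and had 0.0325 and 0.0208 FPKM in Tyr-L libraries 2 and 3, all under the floor of 0.0521 to 0.0602 FPKM that 3 fragments give this gene. In the Tyr-H libraries it had 0.449, 0.472 and 0.889 FPKM, at least 10.7-fold higher, with a log2 fold change of 2.53 (standard error 0.32, adjusted p = 0.00014). *Icam1* overlaps an annotated gene on the opposite strand, so its values are uncertain to that extent. *Icam2* (ENSMUSG00000001029, chromosome 11, 106377656 to 106388075) rose from 0.344 ± 0.14 to 1.28 ± 0.139 FPKM (SD, n = 3 each), with a log2 fold change of 1.68 (standard error 0.24, adjusted p = 0.00027). *Zyx* (ENSMUSG00000029860, chromosome 6, 42349630 to 42360213), which overlaps *Epha1* and *Gm44284* on the opposite strand, had the highest level of the 6, 38.0 ± 2.72 FPKM in Tyr-L and 95.4 ± 1.9 FPKM in Tyr-H cells (SD, n = 3 each). Its log2 fold change was 1.33 (standard error 0.05, adjusted p = 2.1e-07). *Itgb5* (ENSMUSG00000022817, chromosome 16, 33829665 to 33949338) had 6.15 ± 0.358 FPKM in Tyr-L and 12.1 ± 0.583 FPKM in Tyr-H cells (SD, n = 3 each). Its log2 fold change of 0.96 (standard error 0.07, adjusted p = 3.8e-06) was under 1. It was called after median ratio scaling (1.12), after quantile normalization (1.13) and without Tyr-L replicate 2 (1.00). *Itgb8* (ENSMUSG00000025321, chromosome 12, 119158022 to 119238802) rose from 0.331 ± 0.0349 to 0.885 ± 0.0516 FPKM (SD, n = 3 each), with a log2 fold change of 1.19 (standard error 0.19, adjusted p = 0.00045). The pseudocount mattered most for the low genes: with 1 FPKM added in place of 0.1, 2 of the 6 genes were called, and the log2 fold changes of *Icam1*, *Icam2* and *Itgb8* fell under the threshold, to 0.65, 0.77 and 0.50. In the heatmap of Fig. 3D, 6 of the 10 genes drawn higher in Tyr-H cells and 9 of the 10 drawn lower were called, and all 20 changed in the drawn direction, from 0.79 to 2.61 among the former and from -1.82 to -0.91 among the latter. *Vcan*, whose direction in the heatmap was not clear, had a log2 fold change of 0.35 (standard error 0.41, adjusted p = 0.48), which is within the spread between replicates and reversed to -0.06 without Tyr-H replicate 1.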

RNA-seq results confirmed the upregulation of adhesion genes in Tyr-H cells, including *F11r*, *Icam1* and *Icam2* genes that are related to intercellular adhesion, and *Zyx*, *Itgb5* and *Itgb8* genes associated with the interactions between cells and the extracellular matrix (ECM) (Figure 3D-J). We further monitored the detainment of tdTomato expressing Tyr-H and Tyr-L cells in the lung when these cells were *i.v.* injected respectively. While similar frequencies of tdTomato expressing Tyr-H and Tyr-L cells were observed in the lungs within 6 h post cell injection (Figure 3K), Tyr-L cells almost disappeared at 12 h, in contrast to Tyr-H cells which remained high in number at 24 h post cell injection (Figure 3K). Thus, Tyr-H cells can easily inhabit the pulmonary tissue.

RNA-seq revealed that Tyr-H cells exhibited stronger pulmonary metastatic properties than those of Tyr-L cells (Figure 4A). 

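Of the 14336 tested genes, 1254 were called, 425 higher and 829 lower in Tyr-H cells, so 33.9% of the called genes were higher. Their median absolute log2 fold change was 1.31, and 156 changed by at least 2 on the log2 scale. Without the fold-change threshold, 8292 genes had an adjusted p of at most 0.05, and in 9179 genes (64%) the groups did not overlap, where chance gives 10%. The setting that moved the number of called genes most, apart from dropping that threshold, was the pseudocount: with 1 FPKM in place of 0.1, 388 genes were called. The balance of directions depended on the scaling, since the median log2 fold change of all tested genes was -0.15 in the values as deposited and -0.01 after median ratio scaling or quantile normalization. Of the genes called, 47.8% were higher in Tyr-H cells after median ratio scaling (538 higher, 588 lower) and 55.3% after quantile normalization (611 higher, 494 lower). The 5 largest increases among called genes with a mean of at least 1 FPKM and no overlap between groups were in *Cxcl2*, *Cxcl1*, *Ccl20*, *Akr1b7* and *Elmo1*. *Ccl20* (chromosome 1, 83116766 to 83119167) was listed in 1 Tyr-L library at 0.0648 FPKM and had 3.8, 3.52 and 5.76 FPKM in the Tyr-H libraries, at least 43.0-fold higher (log2 fold change 5.21, standard error 0.27, adjusted p = 8.6e-07 from limma). *Akr1b7* (chromosome 6, 34412334 to 34423142), which overlaps *Gm13857*, rose from 0.122 ± 0.0187 to 4.66 ± 0.904 FPKM (SD, n = 3 each; log2 fold change 4.41), and *Elmo1* (chromosome 13, 20090596 to 20608353) reached 2.05 ± 0.349 FPKM (SD, n = 3) in Tyr-H cells, at least 77.9-fold higher (log2 fold change 4.36). The 5 largest decreases chosen by the same rule were in *Exosc6*, *Sytl2*, *Ctsk*, *Ddah2* and *Id3*. *Exosc6* (chromosome 8, 111056339 to 111057664) had 4.45, 1.92 and 2.63 FPKM in the Tyr-L libraries and was not listed in any Tyr-H library, at least 28.5-fold lower, but it overlaps *Aars* on the same strand, so its values are uncertain. *Sytl2* (chromosome 7, 90302252 to 90410719) went from 11.2 ± 0.416 to 0.787 ± 0.0647 FPKM (SD, n = 3 each), a log2 fold change of -3.68 (standard error 0.10, adjusted p = 2.8e-08). The log2 fold changes of *Ctsk*, *Ddah2* and *Id3* were -3.26, -2.83 and -2.79, and the 3 Tyr-L libraries varied most for *Id3*, with 28.8 ± 12.6 FPKM (SD, n = 3).

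**Figure D1:**
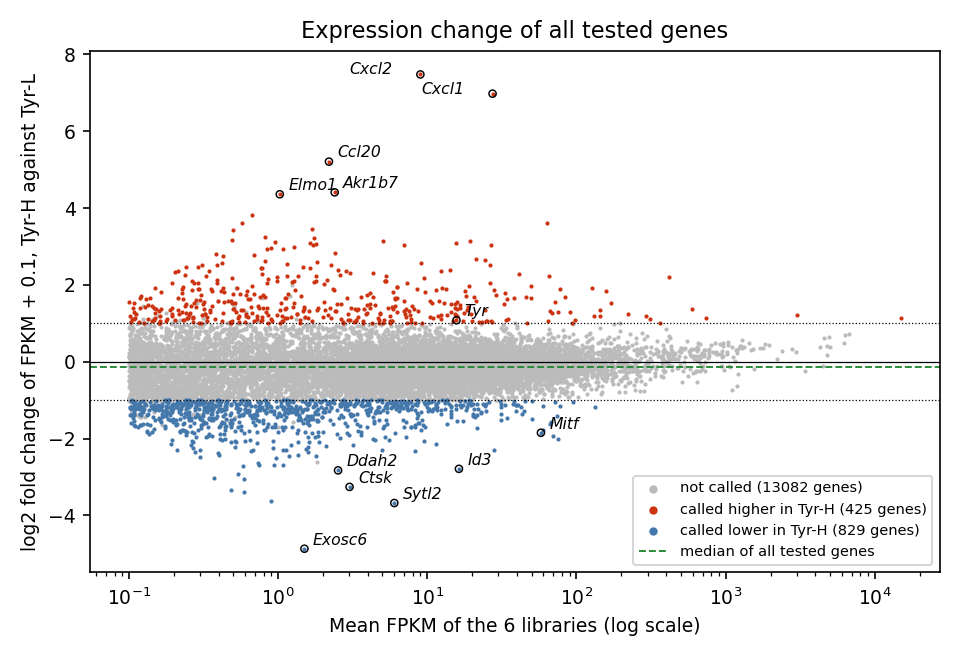
Log2 fold change of FPKM + 0.1 in Tyr-H against Tyr-L cells (vertical axis) by mean FPKM of the 6 libraries on a log scale (horizontal axis), 1 point per tested gene. Red points are the 425 genes called higher and blue points the 829 called lower in Tyr-H cells, the dotted lines mark a log2 fold change of 1 and -1, and the dashed line marks the median of all tested genes at -0.15; Cxcl2 and Cxcl1 lie highest.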

Cytokine-cytokine receptor interaction genes were significantly enriched according to KEGG analysis. 

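The KEGG gene set was not used here, and genes of the same families (chemokines, interleukins, the tumor necrosis factor family, colony-stimulating factors, interferons, the transforming growth factor family, growth factors and the receptors of these) were taken by symbol patterns instead. Of the 14336 tested genes 105 matched, and 19 of these (18.1%) were called higher in Tyr-H cells against 2.85% of the other tested genes, an odds ratio of 7.52 (Fisher's exact test, two-sided, p = 2.19e-10). The families were not over-represented among the genes called lower in Tyr-H cells, with 9 members and an odds ratio of 1.53 (Fisher's exact test, two-sided, p = 0.207). Restricted to chemokines and their receptors, 6 of 11 tested genes (54.5%) were called higher, with an odds ratio of 39.8 (Fisher's exact test, two-sided, p = 2.67e-07), the alternative that moved the result most. Genes are not independent replicates, and these tests compare gene lists within the 6 libraries. The 19 members were *Ccl20*, *Ccl5*, *Clcf1*, *Csf1*, *Ctf1*, *Cxcl1*, *Cxcl10*, *Cxcl11*, *Cxcl2*, *Fas*, *Il11*, *Il12rb1*, *Il6*, *Lif*, *Ngfr*, *Tgfb1*, *Tnf*, *Tnfrsf12a* and *Tnfrsf9*, listed after their values were seen. Among those in the heatmap of Fig. 4C, *Lif* (chromosome 11, 4257557 to 4272514) rose from 0.734 ± 0.143 FPKM in Tyr-L to 3.54 ± 0.198 FPKM in Tyr-H cells and *Csf1* (chromosome 3, 107741048 to 107760469) from 4.94 ± 0.248 to 12.5 ± 2.11 FPKM (SD, n = 3 each). Levels of some other members were low. *Tnf* had a mean of 0.0633 FPKM in Tyr-L and 0.222 FPKM in Tyr-H cells, with a floor of 0.0806 to 0.0932 FPKM. *Il6* had means of 0.046 and 0.254 FPKM, with a floor of 0.0564 to 0.0652 FPKM. Such genes count in the enrichment as much as well expressed ones. The heatmap draws 16 genes higher in Tyr-H cells, of which 12 were called, and 3 lower, all of them called, and all 19 changed in the drawn direction without overlap between groups. *Il15*, whose direction there was not clear, differed by less than the spread between replicates, with 0.747 ± 0.248 FPKM in Tyr-L and 0.899 ± 0.886 FPKM in Tyr-H cells (SD, n = 3 each; exact permutation test, two-sided, p = 0.8). Its log2 fold change of -0.36 changed sign to 0.71 without Tyr-H replicate 3.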

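Among the chemokine genes, *Cxcl1*, *Cxcl2*, *Cxcl10*, *Cxcl11* and *Ccl5* were called higher in Tyr-H cells, and *Cx3cl1* was higher with a log2 fold change under the threshold. *Cxcl1* (ENSMUSG00000029380) was at 0.336 ± 0.106 FPKM in Tyr-L and 54.4 ± 10.7 FPKM in Tyr-H cells (SD, n = 3 each), a log2 fold change of 6.98 (standard error 0.19, adjusted p = 3.9e-08 from limma). *Cxcl2* (ENSMUSG00000058427) was not listed in any Tyr-L library, where 3 fragments would give 0.064 to 0.0739 FPKM, and had 14.9, 17.8 and 21.2 FPKM in the Tyr-H libraries, at least 258-fold higher (log2 fold change 7.48, standard error 0.16, adjusted p = 1.7e-08). *Cxcl10* (ENSMUSG00000034855, chromosome 5, 92346638 to 92348889) was already expressed in Tyr-L cells at 14.7 ± 0.494 FPKM and reached 51.4 ± 6.68 FPKM in Tyr-H cells (SD, n = 3 each), a log2 fold change of 1.79 (standard error 0.08, adjusted p = 4.7e-07). *Cxcl11* (ENSMUSG00000060183, chromosome 5, 92359544 to 92365485), which the annotation lists as a polymorphic pseudogene, was at 0.224 ± 0.169 FPKM in Tyr-L and 3.16 ± 0.76 FPKM in Tyr-H cells (SD, n = 3 each), a log2 fold change of 3.45 (standard error 0.36, adjusted p = 4.3e-05). Both *Cxcl10* and *Cxcl11* overlap *Art3* on the opposite strand, and *Cxcl11* also overlaps *Gm2673*, so their values are uncertain to that extent. *Ccl5* (ENSMUSG00000035042, chromosome 11, 83525778 to 83530518) rose from 2.98 ± 0.602 to 9.58 ± 0.926 FPKM (SD, n = 3 each), a log2 fold change of 1.66 (standard error 0.13, adjusted p = 8.7e-06). *Cx3cl1* (ENSMUSG00000031778, chromosome 8, 94772009 to 94782427) was at 0.282 ± 0.0618 FPKM in Tyr-L and 0.526 ± 0.0684 FPKM in Tyr-H cells (SD, n = 3 each), a log2 fold change of 0.72 (standard error 0.23, adjusted p = 0.023). For all 6 genes each Tyr-H library exceeded each Tyr-L library (exact permutation test, two-sided, p = 0.1), and all 6 had an adjusted p of at most 0.05 over all tested genes and over these 6 alone, which the paper chose from these data. *Cx3cl1* was called only where no fold-change threshold was set.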

Tyr-H cells expressed higher levels of *Cxcl1*, *Cxcl2*, *Cxcl10*, *Cxcl11*, *Ccl5*, and *Cx3cl1*, which are responsible for myeloid cell infiltration, than Tyr-L cells (Figure 4B-C). Furthermore, B16 cells growing in the lungs expressed higher levels of *Cxcl1* and *Cxcl2* than those in the brain (Figure 4D-E), suggesting that Tyr-H cells and Tyr-L cells are distinct in their ability to construct metastatic immune microenvironment. Indeed, higher number of CD11b^+^Ly6G(1A8)^+^ neutrophils, CD11b^-^F4/80^+^ alveolar macrophages (AMs), CD11b^+^F4/80^+^ infiltrating macrophages were found in the lung in mice bearing Tyr-H cells (Figure 4F-G). Based on the GEPIA analysis 30, high level of *CXCL1*,* CXCL2* and *CXCR2* genes indeed often predicted the poor prognosis in melanoma patients (Figure S5A-F).

To verify the role of myeloid cells in regulating the colonization of Tyr-H cells in the lung, we used Ly6G neutralizing antibody to deplete neutrophils and found that the accumulation of neutrophils was limited and the pulmonary tumor burden of melanoma was decreased (Figure 4H-J). Next, we used diphtheria toxin to delete monocytes and macrophages in CD11b-DTR transgenic mice 31, 32, and found that the pulmonary colonization of Tyr-H cells was sharply suppressed (Figure 4K). Administration of clodronate liposomes that specifically deplete macrophages 33 also improved the survival of mice bearing Tyr-H melanoma (Figure 4L-M). Taken together, the colonization of Tyr-H cells in the lung relies on the infiltration of neutrophils and macrophages in the metastatic niche.

### Melanosome-dependent cell death supported training of pro-tumor macrophages

Given that Tyr-H cells were more vulnerable to tyrosine exposure and that macrophages play a key role of in regulating their pulmonary colonization, we further questioned if macrophages contribute to the death and clearance of Tyr-H cells. We first explored how excess tyrosine induces B16 cell death. We found that initial addition of excess tyrosine in a concentration more than 2.5-fold of standard culture medium inhibited cell viability in a dose-dependent manner (Figure 5A), but without obvious apoptosis and cell cycle arrest (Figure 5B-E). Pan-caspase inhibitor (Z-VAD-FMK) and RIP1 inhibitor (necrostatin-1) did not reverse the impairment of Tyr-H cell viability upon exposure to excess tyrosine (Figure S6A). These data suggest that impairment of Tyr-H cell viability induced by excess tyrosine is not related to classical apoptosis and necrosis. Reactive oxygen species (ROS) are always entangled in chemoresistance or death of tumor cells 34, however, the level of mitochondrial ROS was not enhanced in the presence of excess tyrosine, as shown by Mitosox-Red staining (Figure S6B-C).

We found that excess tyrosine slightly decreased the quantity of mitochondria and sharply impaired mitochondria membrane potential (MMP, figure 5F-J). Therefore, excess tyrosine might suppress cell viability through limiting mitochondria respiration. Previous studies have demonstrated that mitochondrion-lysosome cross-talk always affects proton rechanneling-dependent cell metabolism, cell viability and cell death 35, 36. Consistently, excess tyrosine significantly reduced the abundance of lysosomes (Figure 5K-L). We wondered if the excess melanosome assembly mobilized by tyrosine might have plundered the inner membrane resources and thus limit lysosome biogenesis. Upon treatment with 10-fold higher than standard tyrosine, a large accumulation of melanosomes occurred in Tyr-H cells, but not in Tyr-L cells (Figure 5M). When tyrosinase inhibitors, deoxyarbutin and hydroquinone, were respectively added into the culture medium 37, 38, uncontrolled melanosome synthesis and cell death were suppressed (Figure 5N-O). Thus, exposure to superabundant tyrosine induces an excess of melanosome formation in Tyr-H cells and leads to their death.

We further demonstrated that macrophages acquired a pro-tumor phenotype through engulfing the remains of excess melanosome induced cell death (EMCDRs), and these macrophages promoted the colonization of B16 cells to the lung (Figure 5P-R). In addition, these Tyr-L and B78H1 cells that hardly colonize in the lung can grow when i.v. injected with B16 EMCDRs (Figure S3G and S6D-E). Taken together, Tyr-H cells rely on their own sacrifice that confers macrophages tumor-promoting properties and consequently enables lung colonization.

### Tyr-L cells enhance PD-L1 expression in the cerebral melanoma infiltrated macrophages

Malignant melanoma is the third most common type of tumor that results in brain metastases 39. We employed OmicsNet to analyze the interactions of up- or down-regulated genes and their associated metabolites in Tyr-L cells, and found that upregulated *Tal1* and downregulated *Ddx58* were core genes (Figure 6A-C). It has been reported that upregulation of Tal1 promotes glioma progression, possibly by augmenting PD-L1 expression 40, 41. 

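*Tal1* (ENSMUSG00000028717), a protein-coding gene on the plus strand of chromosome 4 of GRCm38 from 115056426 to 115071755, was expressed at 0.987 ± 0.0283 FPKM in Tyr-L cells and 0.317 ± 0.0418 FPKM in Tyr-H cells (SD, n = 3 each). The groups did not overlap (exact permutation test, two-sided, p = 0.1), and the log2 fold change of Tyr-H against Tyr-L was -1.39 (standard error 0.18, adjusted p = 0.00018 from limma), so *Tal1* was higher in Tyr-L cells. Both levels are low, with the floor of 3 fragments at 0.0314 to 0.0362 FPKM, and with 1 FPKM added in place of 0.1 the log2 fold change was -0.59, under the threshold. Of the other genes drawn in the network of Fig. 6A, *Id3* (chromosome 4, 136143497 to 136145755), *Cdk2*, *Elovl6*, *Smad9* and *Ido2* were also called higher in Tyr-L cells. *Cdk2* (chromosome 10, 128697939 to 128705031; log2 fold change -1.56) overlaps *Pmel* on the opposite strand, so its values are uncertain. *Map3k7* (chromosome 4, 31964097 to 32023467) was not called, with 25.3 ± 0.251 FPKM in Tyr-L and 21.5 ± 1.07 FPKM in Tyr-H cells (SD, n = 3 each; log2 fold change -0.24, standard error 0.05, adjusted p = 0.0019), and its sign reversed to 0.05 after correction for GC content and gene length. Of the 7 genes drawn higher in Tyr-H cells, *Ddx58*, *Tyr*, *Asns*, *Acot2*, *Cebpb* and *Traf1* were called, with log2 fold changes up to 1.86; *Cebpb*, like *Elovl6* among the former, overlaps another annotated gene. The 7th, *Gstp2*, which has paralogs that could share its reads, rose from 23.7 ± 1.85 to 42.7 ± 1.49 FPKM (SD, n = 3 each), a log2 fold change of 0.85 (standard error 0.06, adjusted p = 3.3e-06), and was called after median ratio scaling.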

Whether PD-L1 expression involved in Tyr-L cell progression in brain needs to be studied further. Additionally, it has been found that* Ddx58* coded RIG-I is critical for responsiveness to anti-CTLA4 therapy in tumor 42. Expression of *Ddx58* significantly decreased in Tyr-L cells, indicating that Tyr-L cells may not be sensitive to the anti-CTLA4 therapy. 

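*Ddx58* (ENSMUSG00000040296), a protein-coding gene that encodes RIG-I, lies on the minus strand of chromosome 4 of GRCm38 from 40203773 to 40239828. Its expression was 8.0 ± 1.23 FPKM (SD, n = 3) in Tyr-L cells and 23.7 ± 2.91 FPKM (SD, n = 3) in Tyr-H cells. The log2 fold change of Tyr-H against Tyr-L was 1.56 (standard error 0.12, adjusted p = 6.2e-06 from limma), and the lowest Tyr-H library was above the highest Tyr-L library (exact permutation test, two-sided, p = 0.1). With each library left out in turn it stayed between 1.44 and 1.66, and *Ddx58* was called in every setting tried. From the lower *Ddx58* expression in Tyr-L cells, and from the cited report that RIG-I is critical for the response to anti-CTLA4 therapy, the paper proposes that Tyr-L cells may not be sensitive to this therapy.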

PD1 antibody, as an immune checkpoint inhibitor, has been firstly utilized in the treatment of cerebral metastatic melanoma 39. Considering that Tyr-L cells can rapidly proliferate in the brain, we wondered if Tyr-L cells enhanced the PD-L1 expression in the cell components of tumor niche. As expected, lyz2-EYFP tracing myeloid cells showed higher level of PD-L1 expression than that in the myeloid cells derived from naïve mouse brain tissue and para-tumor brain tissue (Figure 6D-E).

Employing the mixture co-culture system and transwell co-culture system, we confirmed that Tyr-L cells promoted PD-L1 expression in macrophages (Figure 6F). The PD-L1 upregulation might depend on both cell-cell interaction and paracrine factors. Macrophages co-cultured with Tyr-L cells exhibited enhanced ability to suppress the viability of splenocytes (Figure 6G-H). Therefore, the colonization of Tyr-L cells in the brain could be attributed to the induction of PD-L1 expression in infiltrating macrophages to form immunosuppressive microenvironment.

### Targeting tyrosine utilization synergized immune checkpoint blockade therapy

Given that the presence of extracranial tumor is necessary for the efficacy of immunotherapy against distant brain metastatic tumor 26, a modified composite model of melanoma with primary tumor inoculation in the muscle and distant colonization in the lung and brain was used to explore anti-tumor strategy (Figure 1H and 7A). Considering the heterogeneity of B16 cells in tyrosinase-controlled utilization of tyrosine, we compared the expression of amino acid metabolism associated genes and next sought to develop strategy to combat their organotropic colonization (Figure S7A). 

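The heatmap of Fig. S7A shows 27 genes that the paper groups under amino acid metabolism from a KEGG analysis. The KEGG gene sets were not used here, so this grouping was not checked. All 27 genes changed in the drawn direction in the RNA sequencing, without overlap between the 3 Tyr-H and the 3 Tyr-L libraries. Of the 14 genes drawn higher in Tyr-H cells 12 were called, with log2 fold changes of 0.83 to 3.04 over the 14 (median 1.35), and all 13 genes drawn lower were called, with log2 fold changes of -1.90 to -1.06 (median -1.42). Adjusted over all tested genes or over each set alone, all 27 had an adjusted p of at most 0.05, which shows no stability, since the genes are the paper's own calls on these data. The largest increase was in *Pycr1* (chromosome 11, 120635712 to 120643769), which encodes an enzyme of proline synthesis, from 1.45 ± 0.25 FPKM in Tyr-L to 12.6 ± 1.57 FPKM in Tyr-H cells (SD, n = 3 each; standard error of the log2 fold change 0.13, adjusted p = 3.7e-07 from limma). *Asns* (chromosome 6, 7675169 to 7693254), which encodes asparagine synthetase, had the highest level in Tyr-H cells, 247 ± 8.34 FPKM against 68.5 ± 7.46 FPKM in Tyr-L cells (SD, n = 3 each; log2 fold change 1.85, standard error 0.07, adjusted p = 1.8e-07). *Cth* (chromosome 3, 157894248 to 157925077), which encodes cystathionine gamma-lyase and overlaps *Gm43314*, rose from 11.9 ± 0.499 to 44.1 ± 1.61 FPKM (SD, n = 3 each; log2 fold change 1.88). The largest decrease was in *Gamt* (chromosome 10, 80258151 to 80261012), which encodes guanidinoacetate N-methyltransferase, from 5.72 ± 0.951 to 1.49 ± 0.478 FPKM (SD, n = 3 each; standard error of the log2 fold change 0.21, adjusted p = 5.9e-05). The lower genes include the paralogs *Gsta1*, *Gsta2*, *Gsta3* and *Gsta4*, between which the authors' quantification could have split reads, so their single values are uncertain. *Gstp2* was not called, and *Azin2* was not called either, with a log2 fold change of 0.83 (standard error 0.22, adjusted p = 0.0092), although it was after quantile normalization (1.02) and without Tyr-H replicate 1 (1.05).

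**Figure D2:**
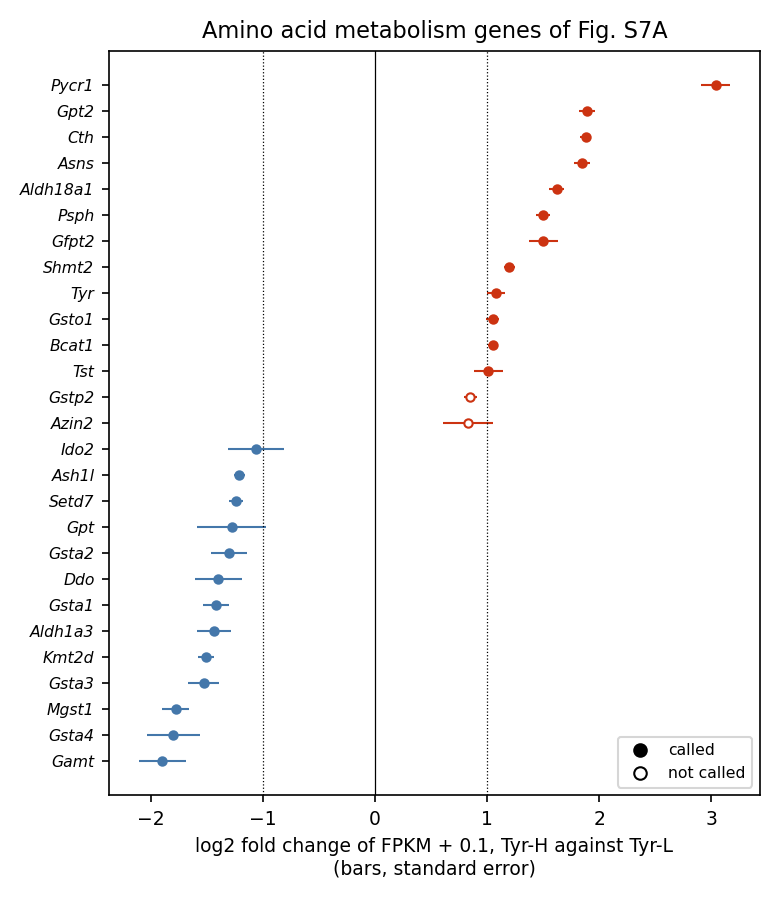
Log2 fold change of FPKM + 0.1 in Tyr-H against Tyr-L cells (horizontal axis) for the 27 genes of Fig. S7A, 1 per line. Points are limma estimates with their standard errors as bars, red for genes higher and blue for genes lower in Tyr-H cells, open where the gene was not called, and the dotted lines mark 1 and -1; the estimates run from -1.90 for Gamt to 3.04 for Pycr1.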

We first used 2-Ethoxybenzamide (2-ETZ), an effective tyrosinase agonist 43 to treat B16 cells and found that the synthesis of melanin in both Tyr-H and Tyr-L cells were enhanced (Figure S7B). Different from high expression of adhesion genes and chemotaxis genes in Tyr-H cells under the general tyrosine concentration, excessive mobilization tyrosinase through addition of 2-ETZ and tyrosine significantly decreased the expression of genes related to cell adhesion and chemotaxis, such as* F11r, Itgb5*, *Icam1*, *Icam2*, *Cxcl1*, *Cxcl2*, *Cxcl11*, and *Cx3cl1* in either normal B16, Tyr-L, or Tyr-H cells (Figure S8A-D). These data suggest that excessive activation of tyrosinase may suppress the adhesive ability of B16 cells and their function in recruitment of myeloid cells. Macrophages are important in promoting the colonization of B16 cells in the lung via engulfing EMCDRs of B16 cells (Figure 5P-R and figure S6D-E). GSK343 and GSK503 as the selective EZH2 inhibitor have been shown to have therapeutic effects on pediatric glioma and melanoma 44-46. Furthermore, while GSK343 inhibits phagocytosis of *E. coli* by macrophages 47, we also found that GSK343 can also impair the phagocytosis of EMCDRs by macrophages *in vitro* (Figure S7C-E). Therefore, GSK343 was used to suppress EMCDR-mediated tumor-promoting polarization of macrophages in mice bearing B16 melanoma. While no significant therapeutic effect can be observed in E.T.G. (2-ETZ + tyrosine + GSK343) treated group, its combination with PD1 monoclonal antibody (mAb) significantly prolonged the survival of mice bearing B16 melanoma and decreased the number of nodules in the lung and brain (Figure 7B-F).

It was reported that hydroquinone, as a tyrosinase inhibitor, prolongs the life of the melanoma bearing mice 48, 49. Additionally, it has been found that limiting neutrophils infiltration into the pancreatic tumor and lung cancer by CXCR2 inhibitor can promote tumor infiltration of CD8^+^ T cells and enhance their anti-tumor abilities 50, 51. As shown in Figure 1 and Figure 2, restriction of melanin production of B16 cells abolished their colonization in the lung, it, however, enhanced their potential to form brain metastasis. 

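The genes that encode ligands of the chemokine receptor CXCR2 in the mouse, *Cxcl1*, *Cxcl2*, *Cxcl3*, *Cxcl5*, *Cxcl15* and *Ppbp*, were looked up as a list of 6. Of these, 2 passed the filter on mean expression, and both were called higher in Tyr-H cells. They lie next to each other on the plus strand of chromosome 5 of GRCm38, *Cxcl1* from 90891241 to 90893115 and *Cxcl2* from 90903871 to 90905938. The median of the log2 fold changes of these 2 was 7.23. Over the alternatives the median of the list ran from 1.36, with no filter on low values and 5 genes tested, to 9.06, with 0.01 FPKM added before the logarithm. *Cxcl5* (90759360 to 90761624) was not listed in any Tyr-L library and had 0.157, 0.145 and 0.166 FPKM in the Tyr-H libraries, and with no filter on low values it was the 3rd of the list to be called. *Cxcl3* (90786103 to 90789600) was listed in 2 Tyr-H libraries, at 0.0473 and 0.0448 FPKM, *Cxcl15* (90794534 to 90803067) in 1 Tyr-H library at 0.0245 FPKM, and *Ppbp* in none, so a difference was not detectable for these 3 at this depth.

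**Figure D3:**
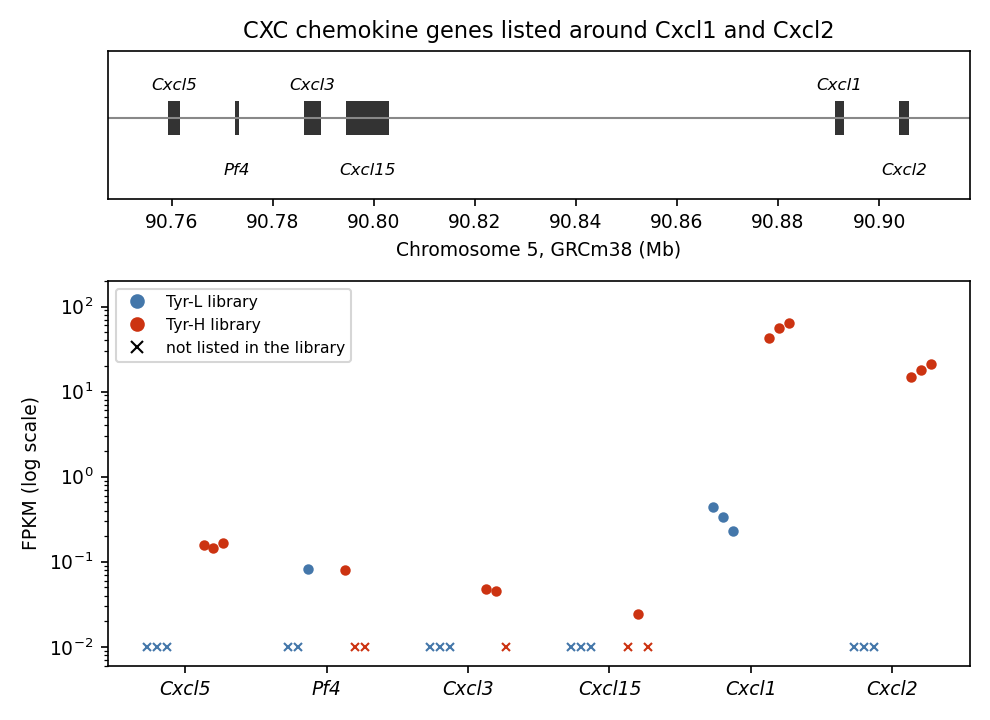
Map to scale of the listed CXC chemokine genes around Cxcl1 and Cxcl2 on chromosome 5 of GRCm38 (top, position in Mb) and FPKM of each gene in each library on a log scale (bottom). Filled points are the 3 Tyr-L libraries (blue) and the 3 Tyr-H libraries (red), and crosses at the bottom edge mark libraries in which the gene is not listed and have no value; Cxcl1 and Cxcl2 in Tyr-H cells are the only values above 1 FPKM.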

Also, Tyr-H cells expressed high levels of CXCR2 ligands for recruiting neutrophils and macrophages (Figure 4). Taken together, we proposed a combination strategy of using inhibitors for melanin production and CXCR2. More significant therapeutic effects were observed in B16 melanoma bearing mice treated with three-drug combination of hydroquinone (Hy), CXCR2 inhibitor (SB225002, CXCR2i) 49, 50, 52 and PD1 mAb, as manifested by the prolonged survival time and reduced tumor burden in the lung and brain (Figure 7G-K). Thus, targeting the heterogeneity of B16 cells in tyrosine utilization can shape tumor microenvironment and enhance the therapeutic effect of PD1 mAb. Mechanistically, hydroquinone and SB225002 abolished the formation of pro-tumor immune microenvironment in the lung, and PD1 mAb inhibited the tumor growth in the brain through destroying PD1-PD-L1 immune checkpoint.

## Discussion

Melanoma harbors different mutations contributing to the intratumor heterogeneity, and the subclones selectively metastasize to distinct organs 1.Culture conditions* in vitro* often select for sub-populations with particular gene expression patterns from primary cancer cells, which in turn affects subsequent experiments and interpretations 53, 54. For example, toxin lectin enriched 70-W variant from MeWo melanoma cells showed more strong metastatic ability to skin, brain, bone marrow, ovary, mesentery and muscle, while MeWo cells only metastasized to the lung 55. We found that lung colonizing B16 melanoma cells were apt to utilize tyrosine for melanin production when they were cultured *in vitro*. Excessive melanin production caused some of them to die, and the debris-engulfing macrophages thus acquired tumor-promoting property. In contrast, Tyr-L cells, which have low utilization of tyrosine for melanin production, are poised to colonize the brain. Our findings are in line with the notions that melanogenesis and melanin pigment affect the behavior of malignant melanocytes 56, and targeting melanogenesis may represent a potential adjuvant treatment strategy for melanotic melanoma 57. Heterogeneity of melanoma cells in tyrosine utilization thus opens a new venue for combating pulmonary and cerebral metastasis of melanoma.

The roles of amino acids in regulating the behavior of cancer cells and immunocytes are well recognized. For example, tyrosine supported melanogenesis leads to HIF-1α stabilization and HIF-dependent phenotypes in melanoma 58, melanotic melanoma cells secreted L-DOPA inhibits induced proliferation of murine and human lymphocytes 59, 60. Nevertheless, how melanoma cells with special tyrosine metabolic characteristics drive the formation of organotropic colonization microenvironment is still poorly understood. We noticed a significant variation of tyrosine levels among multiple organs during B16 melanoma progression. Although tyrosine was not shown to attract B16 cell migration in* in vitro* experiment, similar content of tyrosine in the small size tumor, pulmonary tissue and cerebral tissue still implicated tyrosine metabolism in the organotropic metastasis of melanoma. Indeed, cell subpopulations isolated from multiple organ metastasis responded similarly to tyrosine, except that those colonizing the lung produced more melanin under tyrosine treatment, which once again confirms that Tyr-H cells have an advantage in lung colonization. We found that Tyr-H cells had stronger adhesion ability and attracted more neutrophils and macrophages into pulmonary tissue. However, how tyrosinase becomes adequately activated to drive the expression of genes associated with adhesion and chemotaxis remains to be further investigated.

Patient-derived pigmented melanoma cells (Figure 1A, 238818) and Tyr-H cells were all extremely efficient in converting tyrosine into melanin. However, most of these cells inevitably died. These dead cells conferred macrophages with immunosuppressive ability. Interestingly, the tyrosine sensitive melanoma cells did not undergo classical apoptosis or necrosis. Excess tyrosine treatment sharply reduced mitochondria membrane potential (MMP). Decreased MMP is generally associated with mitochondrial damage and apoptosis 36, however, no obvious Annexin V / PI staining can be detected in the tyrosine treated B16 cells. Mitochondria quality and quantity is associated with lysosome-dependent mitophagy 35, 36. Surprisingly, tyrosine treatment reduced the abundance of lysosome to one-fifth of the original level. Imbalanced distribution of inner membrane resources may disrupt the homeostasis of membrane-bound organelles. The excessive melanosome generation may have impaired the assembly of lysosome. Importantly, inhibiting melanin synthesis limited pigment melanosome accumulation in the B16 cells and deceased cell death to some extent. Therefore, tyrosine caused B16 cell death via excessive melanin synthesis and melanosome accumulation, which may have been exacerbated by the decreased MMP and lysosomal quantity.

We explored some strategies for suppressing melanoma cell metastasis to the lung and brain through modulating tyrosinase activity. In one strategy, tyrosinase activity and melanin synthesis were elevated by tyrosinase agonist 2-ETZ and melanin substrate tyrosine, which will enhance cell death through excessive melanosome accumulation. When combined with GSK343 to inhibit the phagocytosis of dead cells, the macrophages could no longer acquire their immunosuppressive property. In another strategy, we inhibited tyrosinase using hydroquinone to promote the survival of Tyr-H cells. Considering that Tyr-H cells express high levels of chemokines, CXCR2 inhibitor SB225002 could be used to block the recruitment of neutrophils and macrophages. The two strategies synergized with PD1 antibody to exert more potent therapeutic effects. Although the therapeutic effects of combination strategies were demonstrated in the B16 composite tumor model, the actual tumors in patients may not completely correspond to the heterogeneity of B16. A more appropriate combination strategy may require individual adjustments.

## Materials and Methods

### Clinical samples

Patient derived 255776 melanoma cells and 238818 melanoma cells were provided by Fujian Provincial Cancer Hospital. These cells were cultured in DMEM medium (with addition of 10% fetal bovine serum, 1% penicillin & streptomycin and 1% glutamax) in a 5% CO_2_ humidified atmosphere at 37 °C. All procedures were conducted in accordance with the Declaration of Helsinki and with approval from the ethics committee of Fujian Medical University Cancer Hospital (Ethics Number: 2019-083). Written informed consent was obtained from all participants.

### Mice

C57BL/6 mice were purchased from Shanghai Laboratory Animal Center of the Chinese Academy of Science (Shanghai, China). EYFP*^fl/fl^* mice were purchased from Jackson Laboratories (Bar Harbor, ME). Lyz2*^Cre^* and CD11b-DTR mice were provided by Dr. Honglin Wang, Shanghai Jiao Tong University School of Medicine. All mice were C57BL/6 background. EYFP*^fl/fl^* mice were crossed with Lyz2*^Cre^* mice to generate mice with EYFP-specific expression in myeloid cells only. Mice used in this study were 9- to 12-week old males. Mice were maintained in a specific pathogen-free facility of the Shanghai Institute of Nutrition and Health of the Chinese Academy of Sciences and were used in accordance with guidelines of the Institutional Animal Care and Use Committee.

### Subclone selection of Tyr-H cells and Tyr-L cells

*Monoclonal assay.* Cell suspensions were added into the 10 cm dish at a density of 1,000 cells per 10 mL culture medium. Seven days later, monoclones can be collected and expended for further experiments.

### *In vitro* and *in vivo* enrichment of Tyr-L cells

*In vitro enrichment.* B16 cells were cultured for more than 20 passages in the conditional medium with 2-fold, 5-fold and 10-fold higher than standard concentration of tyrosine (2 T, 5 T, and 10 T, standard concentration of tyrosine in culture medium is 103.79 mg/L in the form of L-Tyrosine disodium salt dihydrate). The pigment of tyrosine treated melanoma cells turn from light to dark, and then to light again.

*In vivo enrichment.* B16 cells were transplanted into mice by *s.c*. injection. When the diameter of tumors arrived at 5 mm, tyrosine (104 μg/μL, 50μL) was injected into the tumor every the other day for 7 times. Tumor tissues were digested by the type I collagenase (Sigma Aldrich, 2 mg/mL, add 10% fetal bovine serum) into single cells. Then the primary cells were cultured in DMEM medium (with addition of 10% fetal bovine serum, 1% penicillin & streptomycin and 1% glutamax) in a 5% CO_2_ humidified atmosphere at 37 °C.

### Tyrosinase activity assay

Tyrosinase activity was determined with Tyrosinase Activity Assay Kit (Abcam, cat. no. ab252899), following the recommended protocols. Tyr-L B16 cells and Tyr-H B16 cells were cultured in DMEM medium (with addition of 10% fetal bovine serum, 1% penicillin & streptomycin and 1% glutamax) in a 5% CO_2_ humidified atmosphere at 37 °C. Parental B16 melanoma cells were cultured as above with or without 2-ETZ or L-tyrosine addition for another 24 h before determination of protein expression and tyrosinase activity.

### Cell viability assay

Three thousand or 5,000 cells were treated with tyrosine or other combinations for different time in 96-well plates in a final volume of 100 μL and viability was assessed by MTS assay (CellTiter 96 AQueous One Solution Cell Proliferation Assay, Promega).

### Whole body metastasis model of melanoma

B16 cells were injected into the left cardiac ventricle (2 × 10^5^ cells in 100 μL PBS) with 27-gauge needle under the anesthesia. Mice were euthanized 30 days after modeling, and tissues were taken to separate cells.

### Composite melanoma models and the treatment schedules

*Composite model with tumor in muscle and pulmonary metastasis focuses.* The tibia cavity was perforated with 26-gauge needle, and then 5 × 10^5^ B16 cells in 50 μL PBS were injected into the muscle between tibia and fibula with 29-gauge needle. Fifteen to thirty days later, mice were euthanized and collected the melanoma tumor from the muscle tissues and lung tissues.

*Experimental pulmonary metastasis model.* B16 cells (5 × 10^5^ B16 cells in 200 μL PBS) were transplanted into mice through *i.v.* injection. Fifteen days later, mice were euthanized and collected the pulmonary tissues.

*Experimental cerebral metastasis model.* B16 cells (1 × 10^5^ B16 cells in 5 μL PBS) were stereotactically injected into the brain (2.5 mm anterior from bregma, 2 mm right from the midline, 2 mm deep). Seven to fourteen days later, mice were euthanized and collected the cerebral melanoma tissues.

*Improved composite model* was built through superimposing the experimental cerebral metastasis model on the basis of above composite model after 7 days.

*Treatment.* The treatment schedule of the improved composite model mice was described in Fig. 7A. The dosages were modified referring to literatures. PD1 monoclonal antibody (Bio X Cell Cat# BP0146, RRID: AB_2894808) and IgG2a isotype control (Bio X Cell Cat# BP0089, RRID: AB_2894744) were* i.v.* injected with the dosage of 200 μg per mouse 26. The following treatments are administered subcutaneously every the other day: 2-ETZ (Sigma Aldrich, E4402) at the dosage of 40 mg/kg. Tyrosine (Sigma Aldrich, T8566) at the dosage of 10 mg/kg. GSK343 (Selleck, S7164) at the dosage of 10 mg/kg. Hydroquinone (Selleck, S4580) at the dosage of 50 mg/kg. SB225002 (Selleck, S7651) at the dosage of 5 mg/kg.

### Fluorescence labeled B16 cells

Tyr-L cells and Tyr-H cells were transfected with the retroviruses carried ZsGreen gene or tdTomato gene respectively. Then the sensitivities of tyrosine utilization were evaluated before further experiment.

### *In vitro* and *in vivo* evaluation of adhesion ability

*In vitro evaluation.* Same number of Tyr-L cells and Tyr-H cells were respectively planted in the 6-well plate for 60 s, 120 s, 180 s or 300 s, and then discard the medium containing unattached cells. Then the remaining cells were calculated immediately, or cultured for 10 days and cell colonies were stained with 0.1% crystal violet.

*In vivo evaluation.* Same number of Tyr-L-tdTomato cells and Tyr-H-tdTomato cells were respectively transplanted into mice by* i.v.* injection. TdTomato signaling was evaluated with flow cytometry at 0 h, 6 h, 12 h, 24 h, and 96 h.

### Co-culture experiment

*Mixture co-culture.* Bone marrow derived macrophages (BMDMs) were cultured in the RIPM-1640 medium with the 20 ng/mL macrophage colony stimulating factor (M-CSF, R&D Systems), 10% fetal bovine serum, 1% penicillin & streptomycin and in a 5% CO_2_ humidified atmosphere at 37 °C for 6 days. Then B16 cells were added into the dish in different ratio and co-cultured for 48 h.

*Transwell co-culture.* Above BMDMs were seeded in the bottom chamber of transwell (6 wells, 0.4 μm pore size with polycarbonate membrane; Corning Costar), and B16 cells were added into the top chambers in different ratio and co-cultured for 48 h.

### Invasion and migration assay

Invasion and migration were performed as our previously reported 36. For invasion assay, the transwell system (24 wells, 8 mm pore size with polycarbonate membrane; Corning Costar) was coated with 3 mg/mL matrigel (BD Biosciences). Three h later, 1 × 10^5^ Tyr-L cells or Tyr-H cells in 500 μL tyrosine-free DMEM medium were seeded into the top chambers and 500 μL DMEM medium containing 1T standard tyrosine was added into the bottom chamber. Forty-eight h later, cells that did not invade through the pores of the transwell inserts were removed with a cotton swab and the inserts were fixed in cold methanol for 10 min and then stained with 0.1% crystal violet. For migration assay, the experiments were performed as above except that cells were plated on top of uncoated (matrigel-free) inserts. The migrated or invaded cells were photographed under a light microscope.

### Transcriptome sequencing

The transcriptome sequencing experiments were performed by Vazyme Biotech (Nanjing, China). Total RNA of Tyr-L cells and Tyr-H cells were extracted with TRIzol reagent (Invitrogen). The transcriptome library was generated utilizing VAHTS mRNA-seq v2 Li-brary Prep Kit for Illumina (Vazyme Biotech) following the manufacturer's recommendations. The index-coded samples were clustered through VAHTS RNA Adapters set1/set2 for Illumina (Vazyme Biotech). And then, the libraries were sequenced on Illumina Hiseq X Ten platform utilizing paired-end module (2 × 150 bp). *Q value ≤ 0.05* and *fold-change ≥ 2* between 2 samples were considered the genes with different expression level.

### Immunofluorescence analysis

*Cell membrane surface proteins* were detected after blocking non-specific staining by incubation with anti-CD16/32 (eBioscience). Cells were then stained with antibodies for 30 min at room temperature. The antibodies specific for surface proteins were CD45 (Thermo Fisher Scientific Cat# 35-0451-80, RRID: AB_11218508), CD11b (Thermo Fisher Scientific Cat# 17-0112-82, RRID: AB_469343), F4/80 (Thermo Fisher Scientific Cat# 11-4801-85, RRID: AB_2637192), Ly6G (1A8) (BioLegend Cat# 127616, RRID: AB_1877271), Ly6C (Thermo Fisher Scientific Cat# 12-5932-82, RRID: AB_10804510), and PD-L1 (Thermo Fisher Scientific Cat# 12-5982-83, RRID: AB_466090).

*Nuclear protein detection.* Melanoma cells were subjected to the Foxp3 Transcription Factor Staining Buffer (eBioscience). Cells were then stained with Ki67 antibody (BioLegend Cat# 652410, RRID: AB_2562141) at room temperature for 30 min.

*Cell apoptosis and cell cycle analysis* was performed as our previously reported 36, depending on the Annexin V / Propidium Iodide (eBioscience) staining and Propidium Iodide (Sigma Aldrich, 5 mg/mL, with RNAase addition) staining.

*Mitochondrial membrane potential (MMP).* Cells were stained with TMRE and mito-tracker at 37 ºC for 30 min. The MFI ratios of TMRE to mito-tracker were calculated.

*Lysosome* were detected by staining cells with Lyso-tracker Red DND-99 (Invitrogen) at 37 ºC for 30 min.

*Mitochondrial ROS* were measured by staining cells with Mitosox-Red (Invitrogen) at 37 ºC for 15 min.

### Measurement of tyrosine concentration

Mouse tissue samples were weighed and broken in ultrapure water with a tissue homogenizer. Then the tyrosine concentration of tissue soluble samples or culture medium were measured by Tyrosine Colorimetric Assay Kit (Sigma Aldrich).

### Measurement of melanin

Cell samples were boiled in the 2 mM NaOH solution at 100 ºC for 30 min, and the absorbance of melanin at 405 nm was measured. Melanin concentration was calculated through comparing with the standard curve.

### Real-time quantitative PCR (RT-PCR)

Transcriptional expression determination was performed as our previously reported 35. Total RNA was extracted with the RNAprep pure Cell/Bacteria Kit (Tiangen Biotech) and reverse-transcribed using the PrimeScript RT Master Mix (Takara). The FastStart universal SYBR Green master (Roche) was added to each PCR reaction along with cDNA and specific primers to a total volume of 10 μL. Real-time qPCR was performed on an ABI Prism 7900HT (Applied Biosystems). Primers specific for *Cxcl1*: F-ACTGCACCCAAACCGAAGTC, and R-TGGGGACACCTTTTAGCATCTT; Primers specific for *Cxcl2*: F-CCAACCACCAGGCTACAGG, and R-GCGTCACACTCAAGCTCTG.

### Statistical Analysis

Data are provided as mean or mean ± SEM. Populations were compared using *t-test*, two-tailed unpaired Student's, with a 95% confidence interval under the untested assumption of normality. For all tests, *p*-values are indicated as: *P < 0.05, **P < 0.01, ***P < 0.001, ****P < 0.0001, and ns means not significant. *P < 0.05* was considered statistically significant.

## Supplementary Material

Supplementary figures. Click here for additional data file.

## Figures and Tables

**Figure 1:**
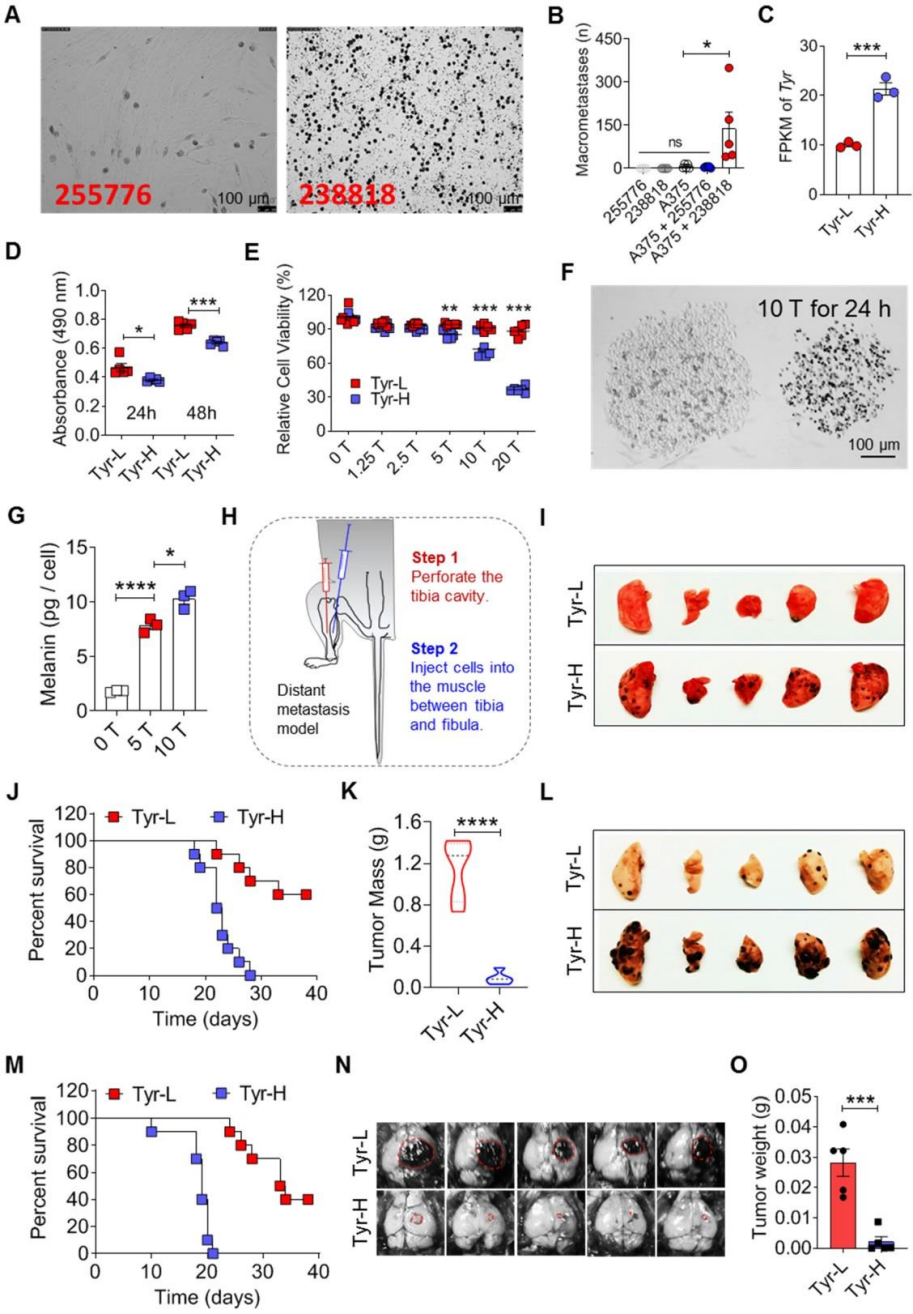
** The heterogeneity of tyrosine-based melanin synthesis affects organotropic colonization of melanoma cells. A.** Microscope photos of melanoma cells derived from patients. Left photo (255776) showed amelanotic melanoma cells and right photo (238818) showed pigment melanoma cells. Scale bar is 100 μm. **B.** Human melanoma cell line A375 cells were mixed with 255776 cells or 238818 cells and co-transplanted into NOD-SCID mice by *i.v.* injection. The pulmonary macrometastases were counted on day 30. Injection of 255776 cells, 238818 cells or A375 alone as the control. **C.** *Tyr* gene expression level measured by RNA sequencing technology. **D-E.** Relative cell viability was evaluated by MTS assay. Tyr-H cells and Tyr-L cells were respectively cultured in the standard medium for 24 and 48 h (D), or in the conditional medium with different concentration of tyrosine (0, 1.25, 2.5, 5, 10 and 20 times higher than the standard concentration, 0 T, 1.25 T, 2.5 T, 10 T, 20 T) for 24 h (E). **F.** Representative microscope photos of Tyr-L cell clone (left) and Tyr-H cell clone (right) under the 10 T tyrosine treatment for 24 h. **G.** Absolute intracellular accumulation of melanin in the Tyr-H cells. Tyr-H cells were treated with 5 T and 10 T tyrosine for 30 h. **H-K.** Schematic showing a distant metastasis model of melanoma (H). Representative results of the lung with metastasis lesions (I), percent survival (J), and mass of tumor in muscle (K). **L-M.** Tyr-L cells and Tyr-H cells were injected intravenously. Representative photos of the lung with metastasis lesions (L), and percent survival (M). **N-O**. Photos and mass of the melanoma focus localized in brain from experimental cerebral metastasis model. All data given as mean ± SEM., n ≥ 3. *P < 0.05, **P < 0.01, ***P < 0.001, ****P < 0.0001, ns, not significant. All results shown are representative of three independent experiments.

**Figure 2:**
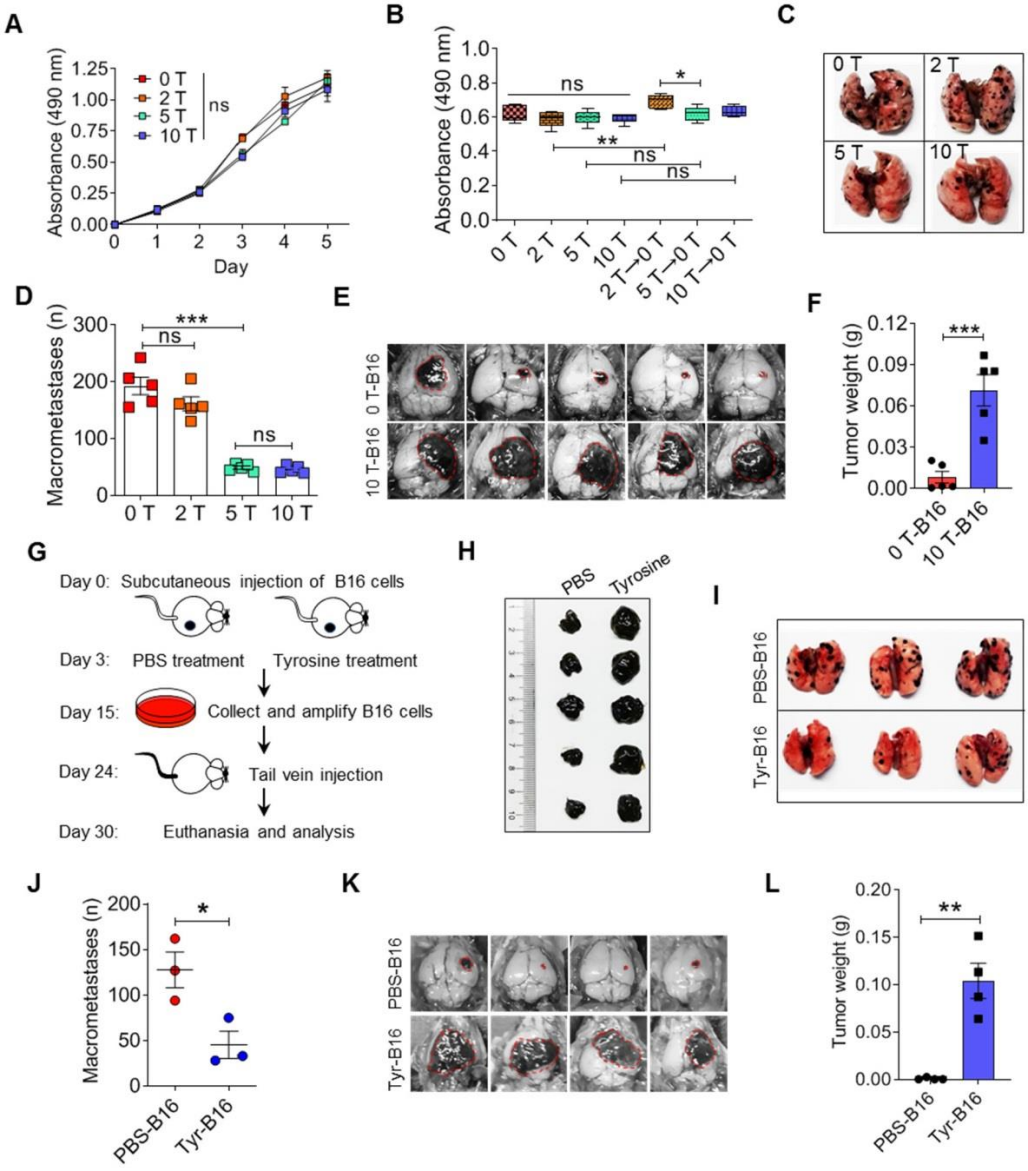
** Malignant behaviors of tyrosine-resistant melanoma cells *in vitro* and *in vivo*. A-B.** Relative cell viability was measured by MTS assay. The same number of tyrosine trained cells were cultured in the fine-tuned medium with different tyrosine addition for 48 h (A), or in the standard medium for 6 days (B). **C-D.** Representative photos and counts of the lung with metastasis lesions from experimental pulmonary metastasis model on day 15. Normal (0 T-), 2 T- , 5 T- and 10 T- B16 cells were injected intravenously. **E-F.** Photos and mass of the melanoma focus in brain from experimental cerebral metastasis model. **G-H.** Schematic showing Tyr-L cells enrichment procedure *in vivo* (G). Photos of B16 subcutaneous tumor. Tumor bearing mice were treated with intratumor injection of tyrosine (H). **I-J.** Photos and counts of the lung with metastasis lesions from experimental pulmonary metastasis model. Normal B16 cells (PBS-B16) and tyrosine-enriched B16 (Tyr-B16) cells were injected intravenously. **K-L.** Photos and mass of the brain with metastasis lesions from experimental cerebral metastasis model. All data given as mean ± SEM., n ≥ 3. *P < 0.05, **P < 0.01, ***P < 0.001, ns, not significant. All results shown are representative of three independent experiments.

**Figure 3:**
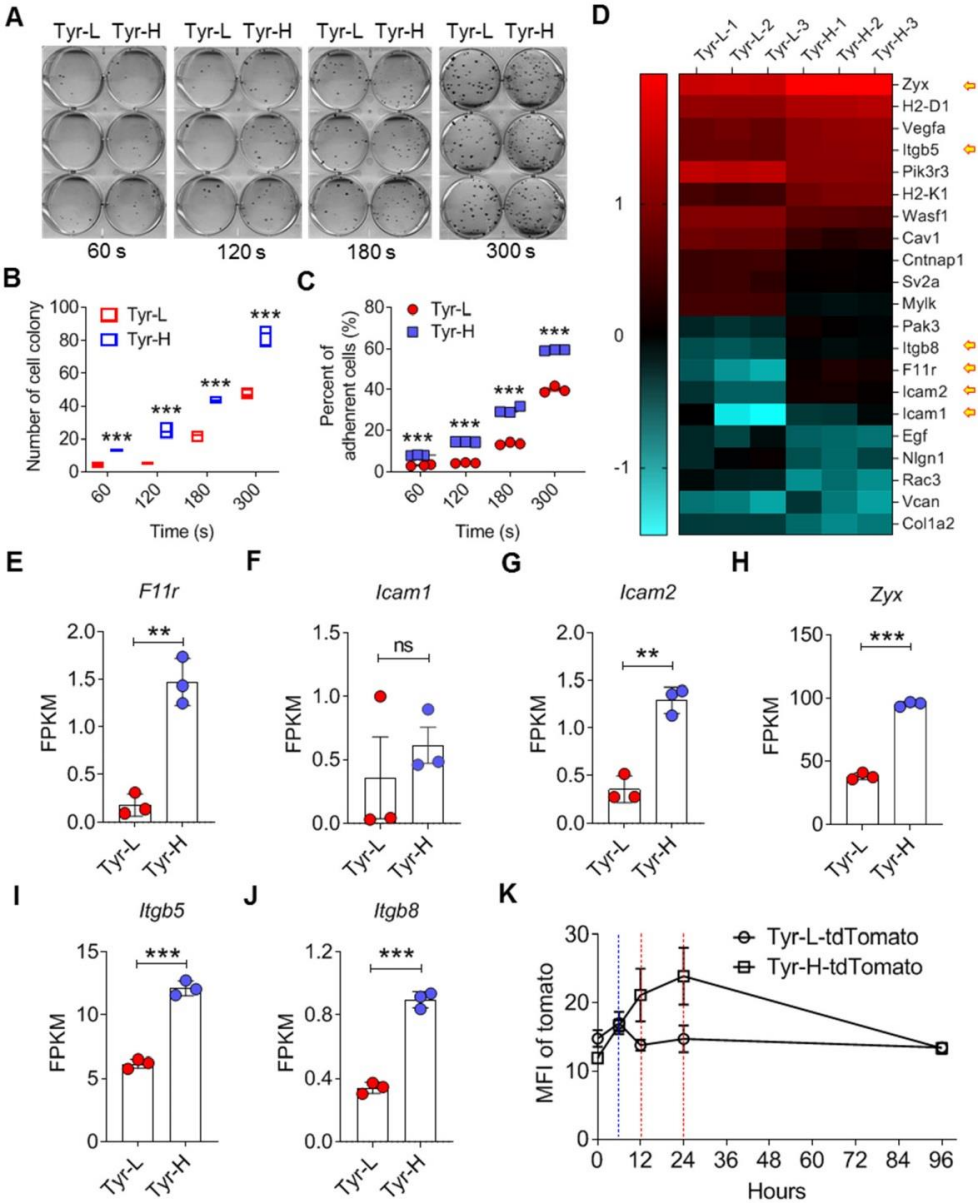
** Increased adhesiveness of Tyr-H cells. A-C.** Photos and counts of cell colony. Same number of Tyr-L cells and Tyr-H cells were seeded in the 6-well plate for 60 s, 120 s, 180 s or 300 s, and then discard the medium containing unattached cells. Cell colonies were counted after 10 days culture (A-B), or immediately counted and calculated the remained cells (C). **D.** Based on RNA sequencing, differentially expressed genes associated with cell adhesion between Tyr-L cells and Tyr-H cells were enriched by KEGG analysis and presented by heatmap. **E-J.** Based on RNA sequencing, expression of key genes associated with cell adhesion were showed. **K.** The ability of Tyr-L cells and Tyr-H cells to reside in the pulmonary tissues. Tyr-L cells and Tyr-H cells were labeled by tdTomato. All data given as mean ± SEM., n ≥ 3. **P < 0.01, ***P < 0.001, ns, not significant. All results shown are representative of three independent experiments.

**Figure 4:**
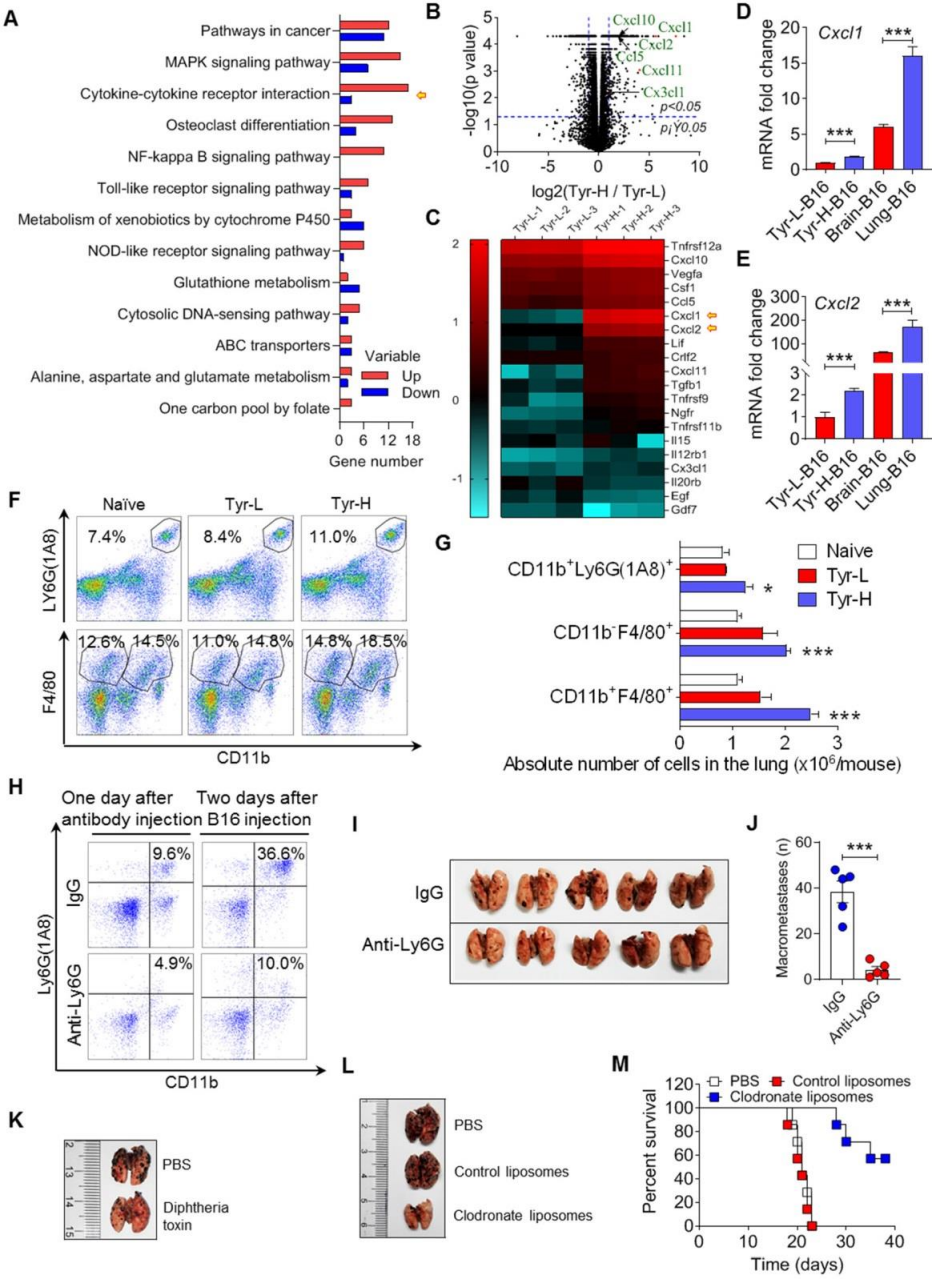
** Tyr-H cells recruit neutrophils and macrophages to construct pulmonary metastatic niche. A-C.** Gene expression profiles of Tyr-L cells and Tyr-H cells were analyzed by RNA sequencing. Differentially expressed genes participated signaling pathways were enriched by KEGG analysis (A). Volcano plot showing the differentially expressed genes (B). Cytokine-cytokine receptor interaction involved genes were represented by heatmap (C). **D-E.** Real-time quantitative PCR was used to analyze expression of* Cxcl1* gene and *Cxcl2* gene. Brain-B16 cells and Lung-B16 cells were isolated from experimental metastasis lesions respectively. **F-G.** Percentage of pulmonary tissues infiltrated CD11b^+^Ly6G (1A8)^+^ neutrophils, CD11b^-^F4/80^+^ alveolar macrophages (AMs) and CD11b^+^F4/80^+^ interstitial macrophages (IMs) gated in CD45^+^ cells (F). Absolute number of above cells in the lung was calculated (G). Lung tissues were collected on day 5 after the experimental pulmonary metastasis model was built. **H-J**, Neutrophils were depleted by Ly6G antibody *in vivo* before 48 h of B16 cell transplantation. Depletion efficiency and infiltration were detected by flow cytometry (H). Photos and counts of macrometastases in the lung from above mice (I-J).** K.** Representative photos of the metastasis lesions in the lung from experimental pulmonary metastasis mice. Normal B16 cells were intravenously injected into CD11b-DTR mice with or without diphtheria toxin treatment. **L-M.** Representative photos of the lung with metastasis lesions from experimental pulmonary metastasis model (L). Normal B16 cells were injected intravenously, with the treatment of PBS, control liposomes, and clodronate liposomes respectively. Percent survival was calculated (M). All data given as mean ± SEM., n ≥ 3. *P < 0.05, ***P < 0.001, ns, not significant. All results shown are representative of three independent experiments.

**Figure 5:**
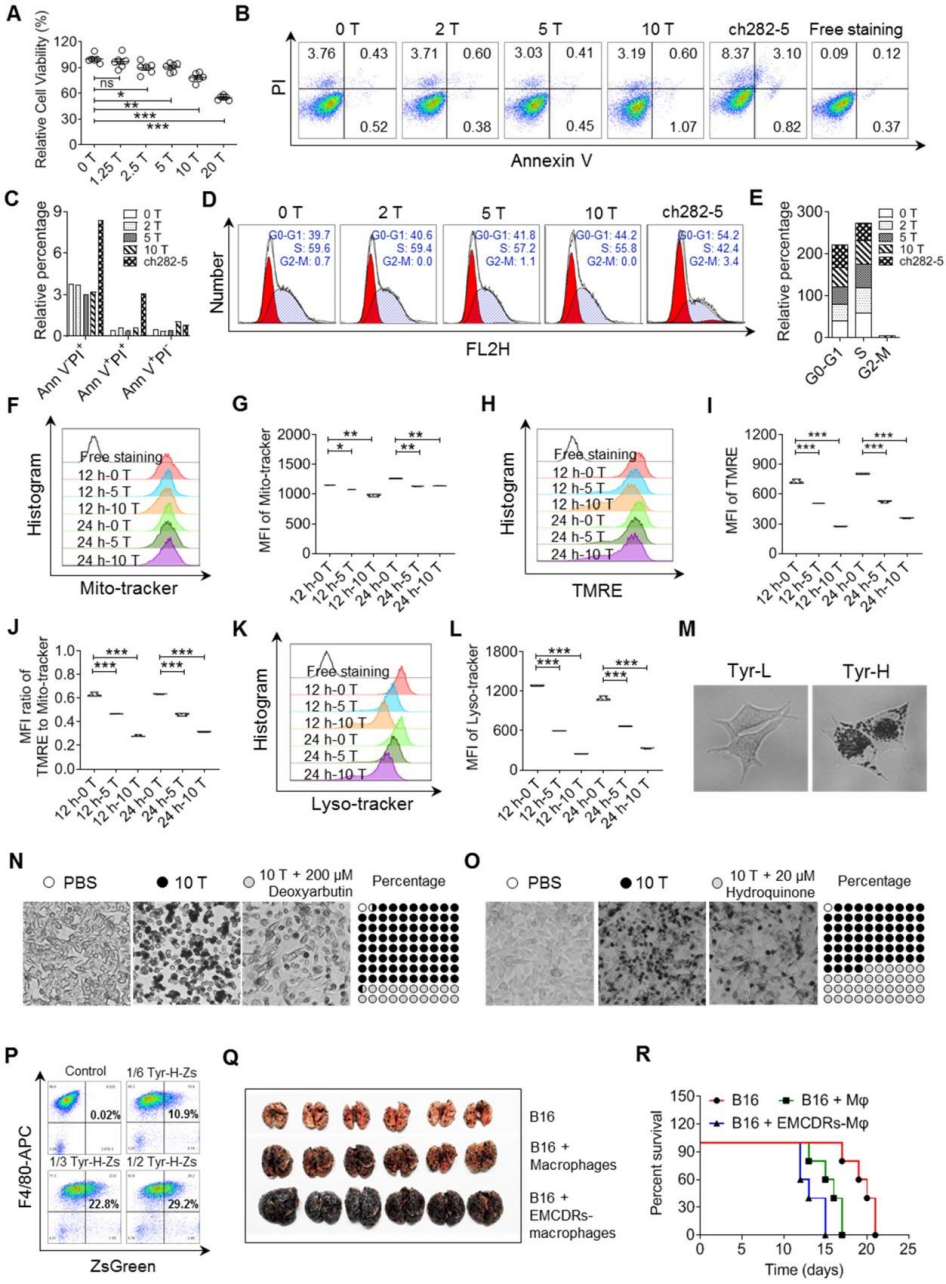
** Tyrosine-induced melanosome -dependent cell death supported the acquisition of tumor-promoting phenotype by macrophages. A.** Relative cell viability was evaluated by MTS assay. The same number of B16 cells were cultured in the conditional medium with different tyrosine addition for 24 h. **B-C.** Cell apoptosis was examined through Annexin V / PI staining. B16 cells were treated with different concentration of tyrosine or ch282-5 (Bcl-2 inhibitor, positive control). **D-E.** Cell cycle was analyzed by PI staining. **F-G.** Mitochondria was quantized by Mito-tracker staining. **H-J.** Mitochondrial membrane potential (MMP) dependent TMRE signaling was detected by flow cytometry (H-I). MMP was reflected by the MFI ratio of TMRE to Mito-tracker (J). **K-L.** Lysosome were quantized by Lyso-tracker staining. **M.** Representative photos of Tyr-L cells and Tyr-H cells with 10 T tyrosine for 24 h. **N-O.** Representative photos of B16 cells. B16 cells with 10 T tyrosine combining with or without deoxyarbutin or hydroquinone for 48 h. The percentage of pigment cells were calculated. **P.** Peritoneal macrophages were co-cultured with the EMCDRs (labeled with ZsGreen) in different ratios. Consuming efficiency were identified by flow cytometry. **Q-R.** Photos of the lung with metastasis lesions from experimental pulmonary metastasis model (Q). Normal B16 cells were injected intravenously, and mice were treated with PBS, macrophages, or EMCDRs-educated macrophages respectively. Percent survival was calculated (R). Mφ, macrophages; EMCDRs-Mφ, EMCDRs educated macrophages. All data given as mean ± SEM., n ≥ 3. *P < 0.05, **P < 0.01, ***P < 0.001, ns, not significant. All results shown are representative of three independent experiments.

**Figure 6:**
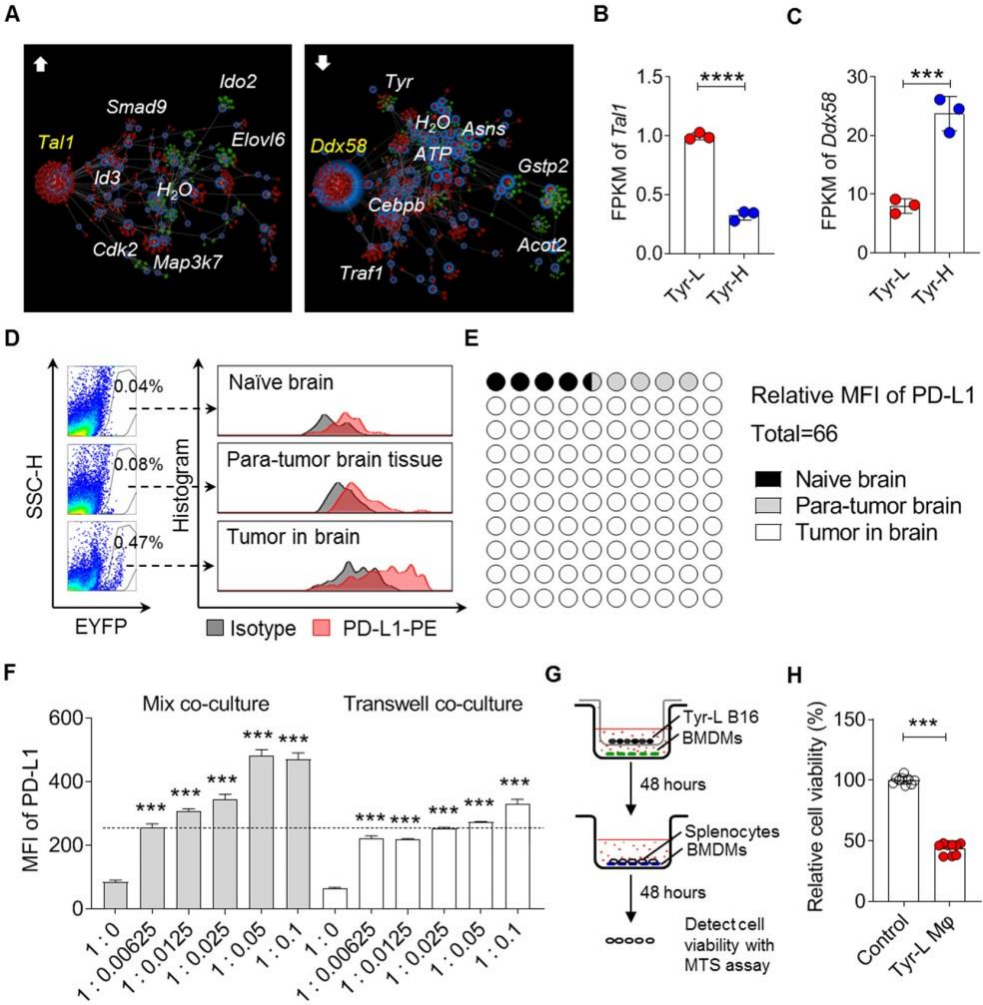
** Tyr-L cells enhance PD-L1 expression in the cerebral melanoma infiltrated macrophages. A.** Comparing to Tyr-H cells, interaction of high expression of (left) and low expression of (right) genes (red nodes) and their associated metabolites (green nodes) in Tyr-L cells were analyzed by the web of OmicsNet. **B-C**. mRNA level of core genes enriched in the above analysis. **D-E.** B16 melanoma cells were transplanted into the mice by stereotactic injection. PD-L1 expression of macrophages in the naïve mouse brain, para-tumor tissue and tumor were analyzed by flow cytometry (D), and the MFI of PD-L1 was calculated (E). **F.** Bone marrow derived macrophages (BMDMs) were co-cultured with Tyr-L cells in the mixture co-culture system or transwell co-culture system for 48 h. PD-L1 expression were detected by flow cytometry. **G-H.** Splenocytes were co-cultured with Tyr-L cells educated BMDMs. Relative splenocyte viability were measured by MTS assay. All data given as mean ± SEM., n ≥ 3. ***P < 0.001, ****P < 0.0001, ns, not significant. All results shown are representative of three independent experiments.

**Figure 7:**
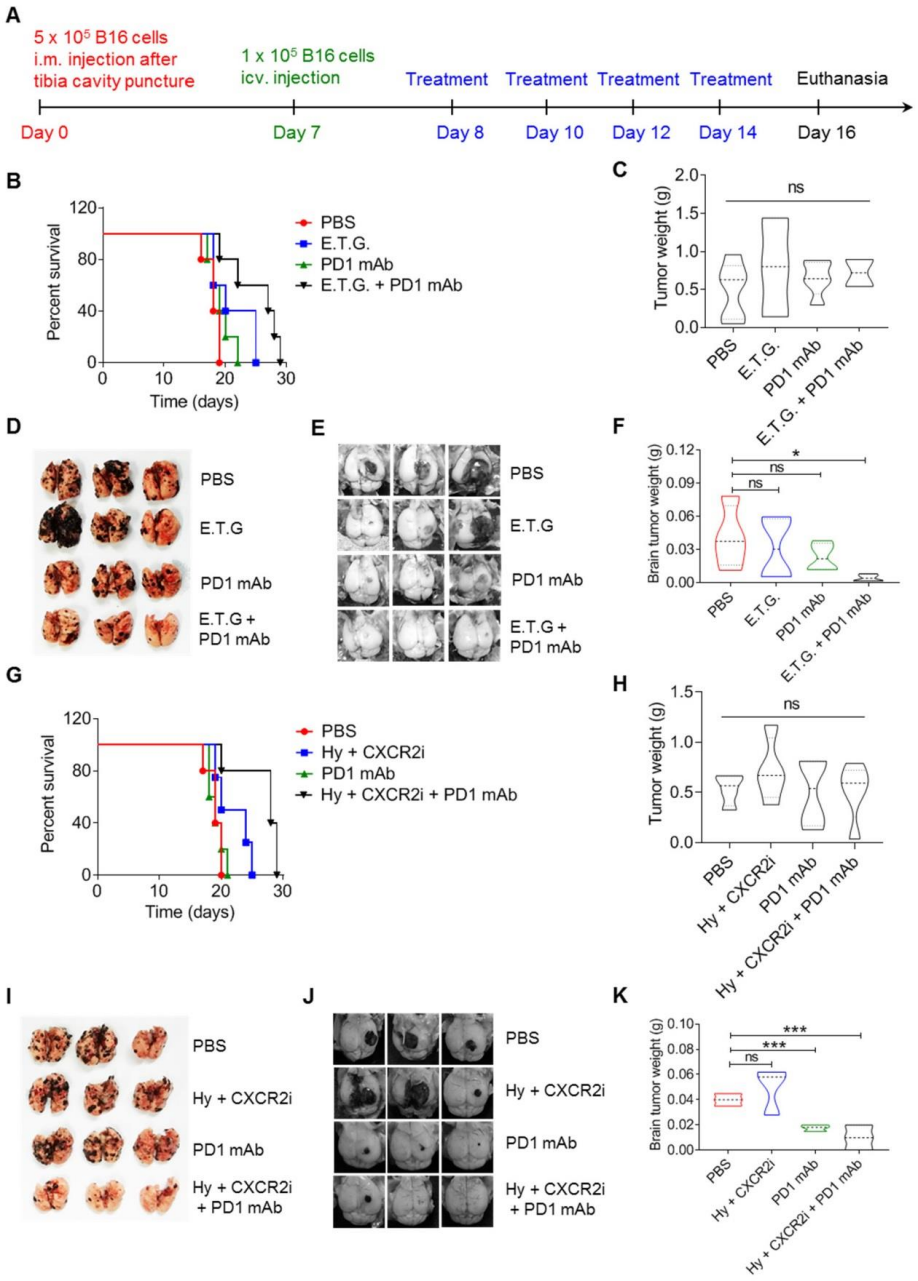
**Targeting tyrosine utilization augments the therapeutic effects of PD1 monoclonal antibody. A.** The schedule showing composite melanoma model and treatment. **B-F.** Composite melanoma mice were treated with E.T.G. (2-Ethoxybenzamide, tyrosine, plus GSK343), PD1 monoclonal antibody (mAb), and E.T.G. plus PD1 mAb, PBS treatment as a control. Percent survival (B), in situ tumor mass (C), pulmonary macrometastases (D), cerebral colonization (E) and cerebral tumor weight (F) were observed. **G-K.** Composite melanoma mice were treated with hydroquinone plus CXCR2 inhibitor SB225002 (Hy + CXCR2i), PD1 mAb, and Hy + CXCR2i plus PD1 mAb, PBS treatment as a control. The indicators as panel B-F were observed. All data given as mean ± SEM., n ≥ 3. *P < 0.05, ***P < 0.001, ns, not significant. All results shown are representative of three independent experiments.

## Abbreviations

L-DOPA: L-dihydroxyphenylalanine
Tyr-H cells: B16 melanoma cells with high activity of tyrosinase and sensitivity of tyrosine utilization for melanin synthesis
Tyr-L cells: B16 melanoma cells with low activity of tyrosinase and insensitivity of tyrosine utilization for melanin synthesis
2 T, 5 T, and 10 T: 2-fold, 5-fold and 10-fold higher than standard concentration of tyrosine
EMCDRs: remains of excess melanosome induced cell death
PD1 mAb: PD1 monoclonal antibody
ECM: extracellular matrix
AMs: alveolar macrophages
ROS: Reactive oxygen species
2-ETZ: 2-Ethoxybenzamide
E.T.G.: 2-Ethoxybenzamide + tyrosine + GSK343
CXCR2i: CXCR2 inhibitor, SB225002
MMP: mitochondria membrane potential

# Supplementary material for: Heterogeneity of tyrosine-based melanin anabolism regulates pulmonary and cerebral organotropic colonization microenvironment of melanoma cells
**Source:** Theranostics. 2022 Jan 31;12(5):2063–79. doi: 10.7150/thno.69198
**Supplement:** Supplementary file 1 — Supplementary figures.

## Supplementary Materials

### **Heterogeneity of tyrosine-based melanin anabolism regulates pulmonary and cerebral organotropic colonization microenvironment of melanoma cells**

Xuefeng Wang<sup>1,2</sup>, Yu Chen<sup>3</sup>, Bin Lan<sup>4</sup>, Yu Wang<sup>2</sup>, Wansong Lin<sup>3</sup>, Xu Jiang<sup>2</sup>, Jiayin Ye<sup>2</sup>, Bingxue Shang<sup>1</sup>, Chao Feng<sup>1,5</sup>, Jun Liu<sup>3</sup>, Jingjie Zhai<sup>2</sup>, Muhan Xu<sup>2</sup>, Qing Li<sup>2</sup>, Liangyu Lin<sup>2</sup>, Mingyuan Hu<sup>2</sup>, Fanjun Zheng<sup>2</sup>, Ling Chen<sup>3</sup>, Changshun Shao<sup>1,\*</sup>, Ying Wang<sup>2,\*</sup>, and Yufang Shi<sup>1,2,5,\*</sup>

## Supplementary Materials

**Figure. S1.** Tyrosine concentration in multiple organs have dynamic changes following tumor progression.

**Figure. S2.** Expression of melanogenesis related proteins and tyrosinase activity.

**Figure. S3.** Tyrosine did not provide stronger chemotaxis for Tyr-H cells than Tyr-L cells.

**Figure. S4.** Excess tyrosine enriches Tyr-L B16 cells.

**Figure. S5.** High level expression of CXCL1, CXCL2 and CXCR2 predicts poor prognosis of melanoma.

**Figure. S6.** Tyrosine-induced EMCDRs promote pulmonary metastasis niche.

**Figure. S7.** Tyrosinase agonist enhances excess melanosome dependent cell death (EMCD).

**Figure. S8.** Excess mobilization of tyrosinase impaired adhesion and chemotaxis associated gene expression.

**Figure. S9.** Schematic representation.

Supplementary figure legends

Figure S1

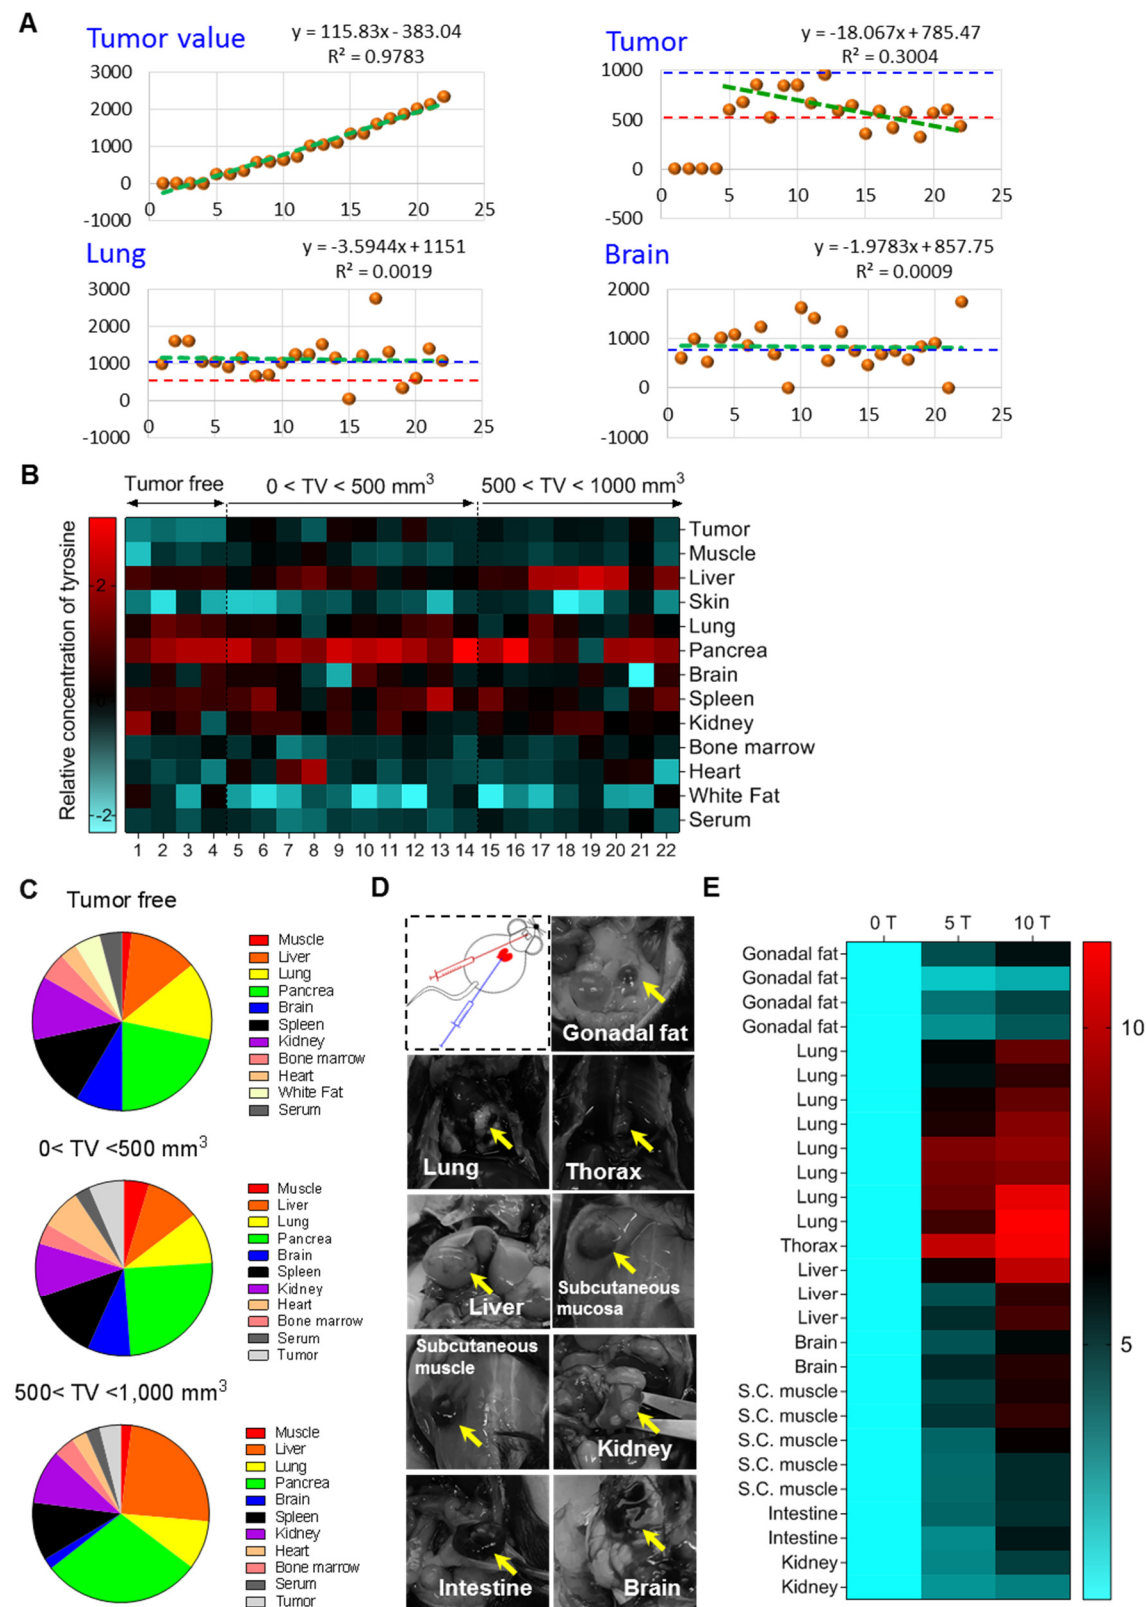

**Figure S1. Tyrosine concentration in multiple organs have dynamic changes following tumor progression.**

**A.** Normal B16 cells were injected into the mice subcutaneously. Tumor volume was recorded ( $\text{mm}^3$ ). Tyrosine concentration in tumor, lung and brain were measured ( $\text{ng/g}$  tissue). Green line is calculated trend line, red line indicates the concentration at 500  $\text{ng/g}$ , and blue line indicates the concentration at 1000  $\text{ng/g}$ . **B.** Tyrosine contents in different tissues were presented by heatmap. **C.** Proportion chart of tyrosine content ratio in different tissues. The samples are grouped according to tumor size into tumor free, small tumor ( $0 < \text{tumor volume} < 500 \text{ mm}^3$ ) and large tumor ( $500 < \text{tumor volume} < 1000 \text{ mm}^3$ ). **D.** Photos of B16 tumors colonized in gonadal fat, lung, thorax, liver, subcutaneous mucosa, subcutaneous muscle, kidney, intestine and brain. B16 cells were injected into the heart and brain. **E.** Efficiency of tyrosine-based melanin synthesis in melanoma cells from different organs. Relative melanin production by 0 T, 5 T and 10 T tyrosine treatment in the melanoma cells isolated from above tissue localized tumors. S.C. indicates subcutaneous.

**Figure S2**

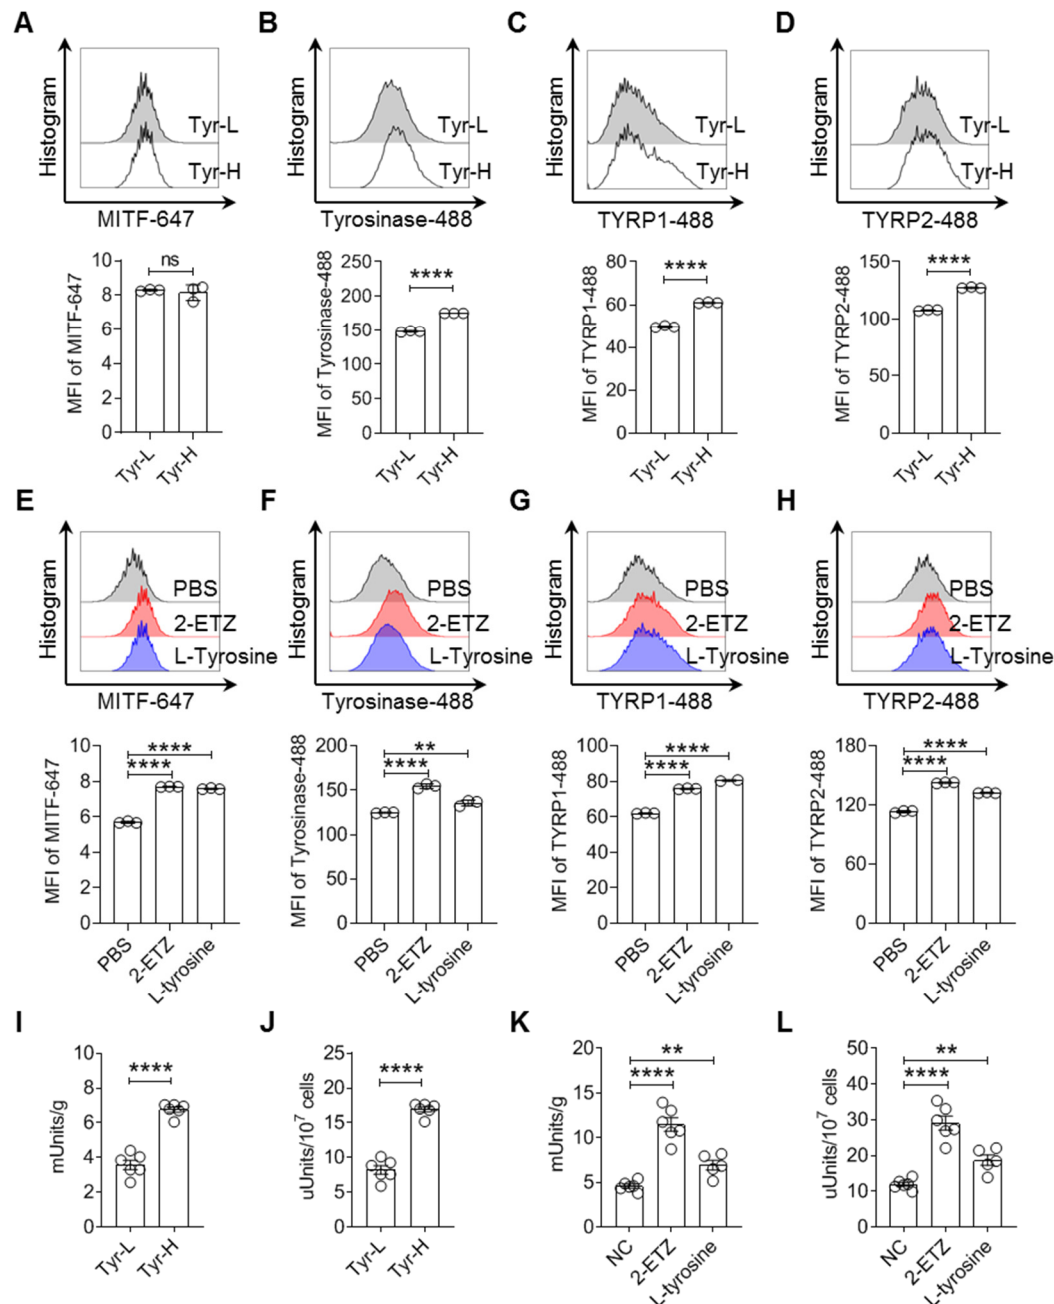

**Figure S2. Expression of melanogenesis related proteins and tyrosinase activity.**

**A-D.** Expression of MITF, Tyrosinase, TYRP1 and TYRP2 in Tyr-L B16 cells and Tyr-H B16 cells. **E-H.** Expression of MITF, Tyrosinase, TYRP1 and TYRP2 expression in normal B16 melanoma cells with or without treatment of 2-ETZ (250  $\mu$ M) or L-tyrosine (5 T) for 24 h. **I-L.** Tyrosinase activity of Tyr-L B16 cells, Tyr-H B16 cells and normal B16 cells. Tyr-L B16 cells and Tyr-H B16 cells were cultured in standard DMEM culture medium. Normal B16 melanoma cells were treated with or without 2-ETZ (250  $\mu$ M) or L-tyrosine (5 T) for 24 h. All data given as mean  $\pm$  SEM.,  $n \geq 3$ . \*\* $P < 0.01$ , \*\*\*\* $P < 0.0001$ , ns, not significant. All results shown are representative of three independent experiments.

**Figure S3**

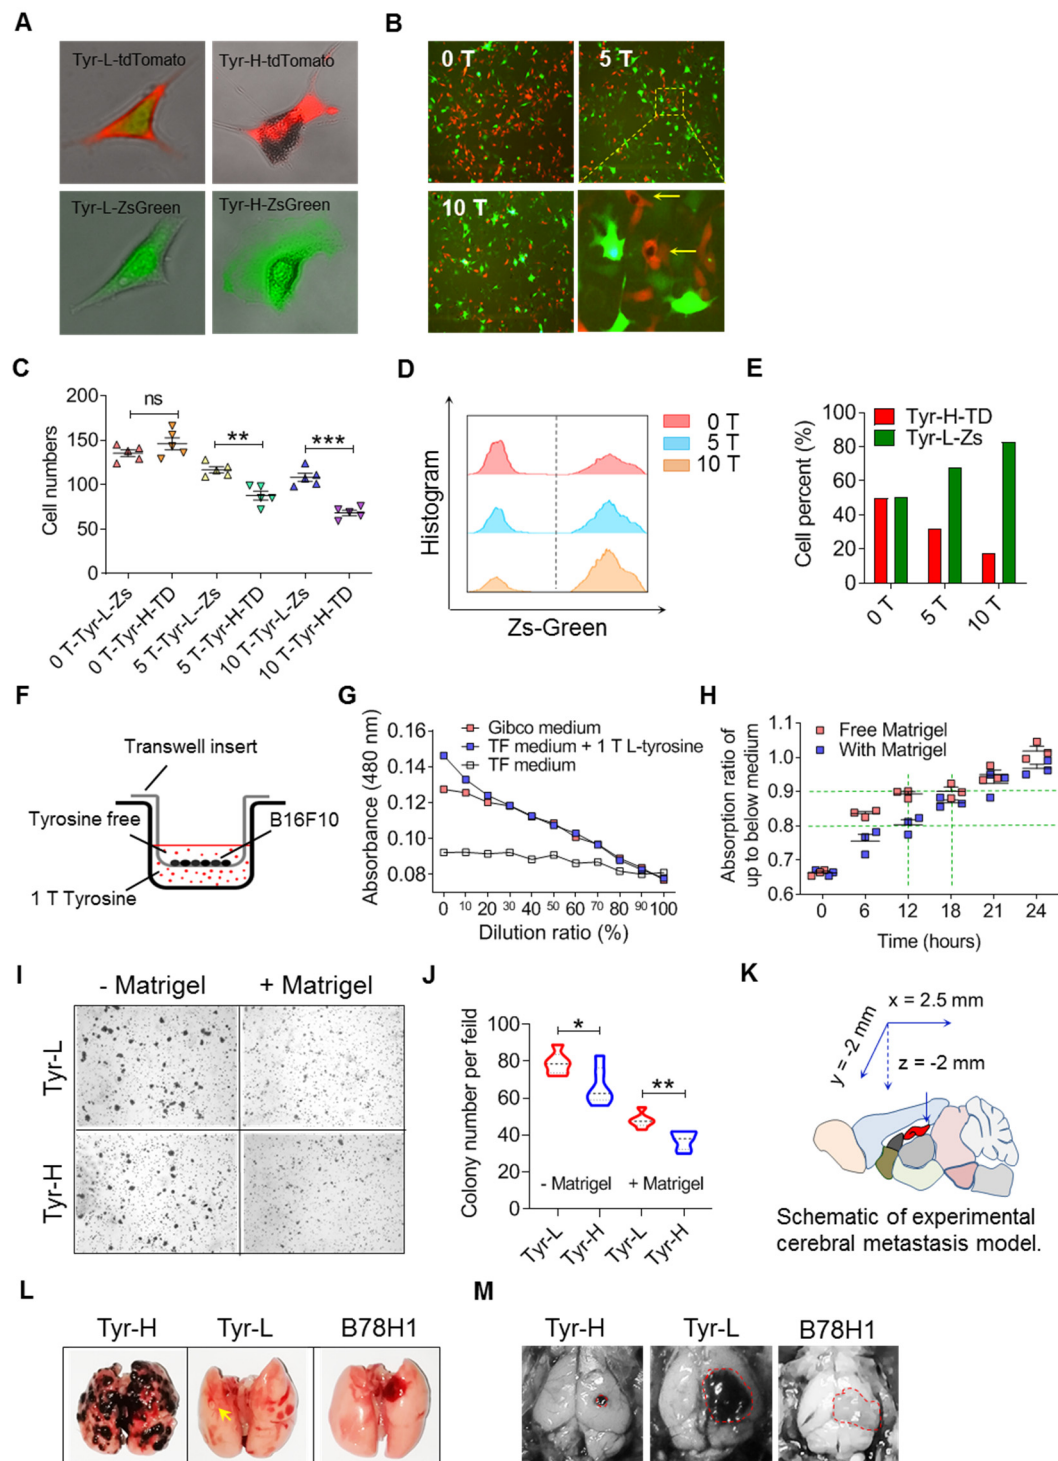

**Figure S3. Tyrosine did not provide stronger chemotaxis for Tyr-H cells than Tyr-L cells.**

**A.** Photos of tdTomato and ZsGreen labeled Tyr-L cells and Tyr-H cells. Cells were treated with 10 T tyrosine for 24 h. **B-C.** Photos and numbers of the mix co-cultured tdTomato labeled Tyr-H cells (Tyr-H-TD) and ZsGreen labeled Tyr-L cells (Tyr-L-Zs). Cells were treated with 5 T or 10 T tyrosine for 24 h. **D-E.** Flow cytometry analyzed percentage of tdTomato labeled Tyr-H cells (Tyr-H-TD) and ZsGreen labeled Tyr-L cells (Tyr-L-Zs). Cells were treated with 5 T or 10 T tyrosine for 24 h. **F.** Schematic showing the procedure of tyrosine chemotaxis detection assay by transwell. The upper chamber of transwell was loaded with tyrosine free DMEM culture medium (TF medium), and the lower chamber was loaded with the culture medium with 1 T tyrosine addition (1 T tyrosine). **G.** Tyrosine concentration change curve of the culture medium in different dilutions with water. Standard DMEM culture medium (Gibco) was the control for 1 T tyrosine culture medium. **H.** The tyrosine concentration ratio of the upper chamber to the lower chamber. Transwell was coated with or without matrigel. **I.** Photographs of migrated and infiltrated Tyr-L cells and Tyr-H cells. Transwell was coated with or without matrigel. **J.** Per field colony number of the above migrated and infiltrated Tyr-L cells and Tyr-H cells. **K.** Schematic of experimental cerebral metastasis model. **L-M.** Pulmonary (*i.v.* day 16) and cerebral colonization (*icv.* day 12) of Tyr-H cells, Tyr-L cells and B78H1 cells. All data given as mean  $\pm$  SEM,  $n \geq 3$ .  $**P < 0.01$ ,  $***P < 0.001$ , ns, not significant. All results shown are representative of three independent experiments.

**Figure S4**

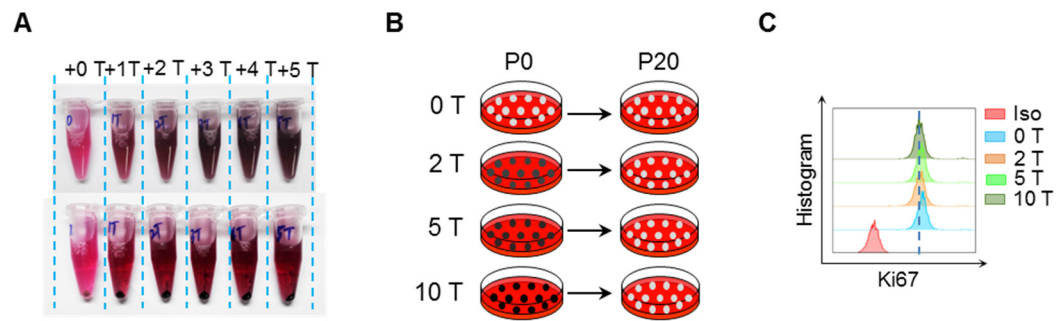

**Figure S4. Excess tyrosine enriches Tyr-L B16 cells.**

**A.** Photos of B16 cells with different concentration of tyrosine treatment. The upper row and the lower row respectively indicate before and after centrifugation. **B.** Enrichment of tyrosine insensitive B16 cells. B16 cells were cultured in the conditional medium with different concentration of tyrosine for more than 20 passages. All cells will turn back to be amelanotic when they were passaged for more than 20 generations in the conditional culture medium. **C.** Cell proliferation was analyzed by Ki67 staining. B16 cells were cultured for more than 20 passages in the conditional medium with 2 T, 5 T and 10 T tyrosine.

**Figure S5**

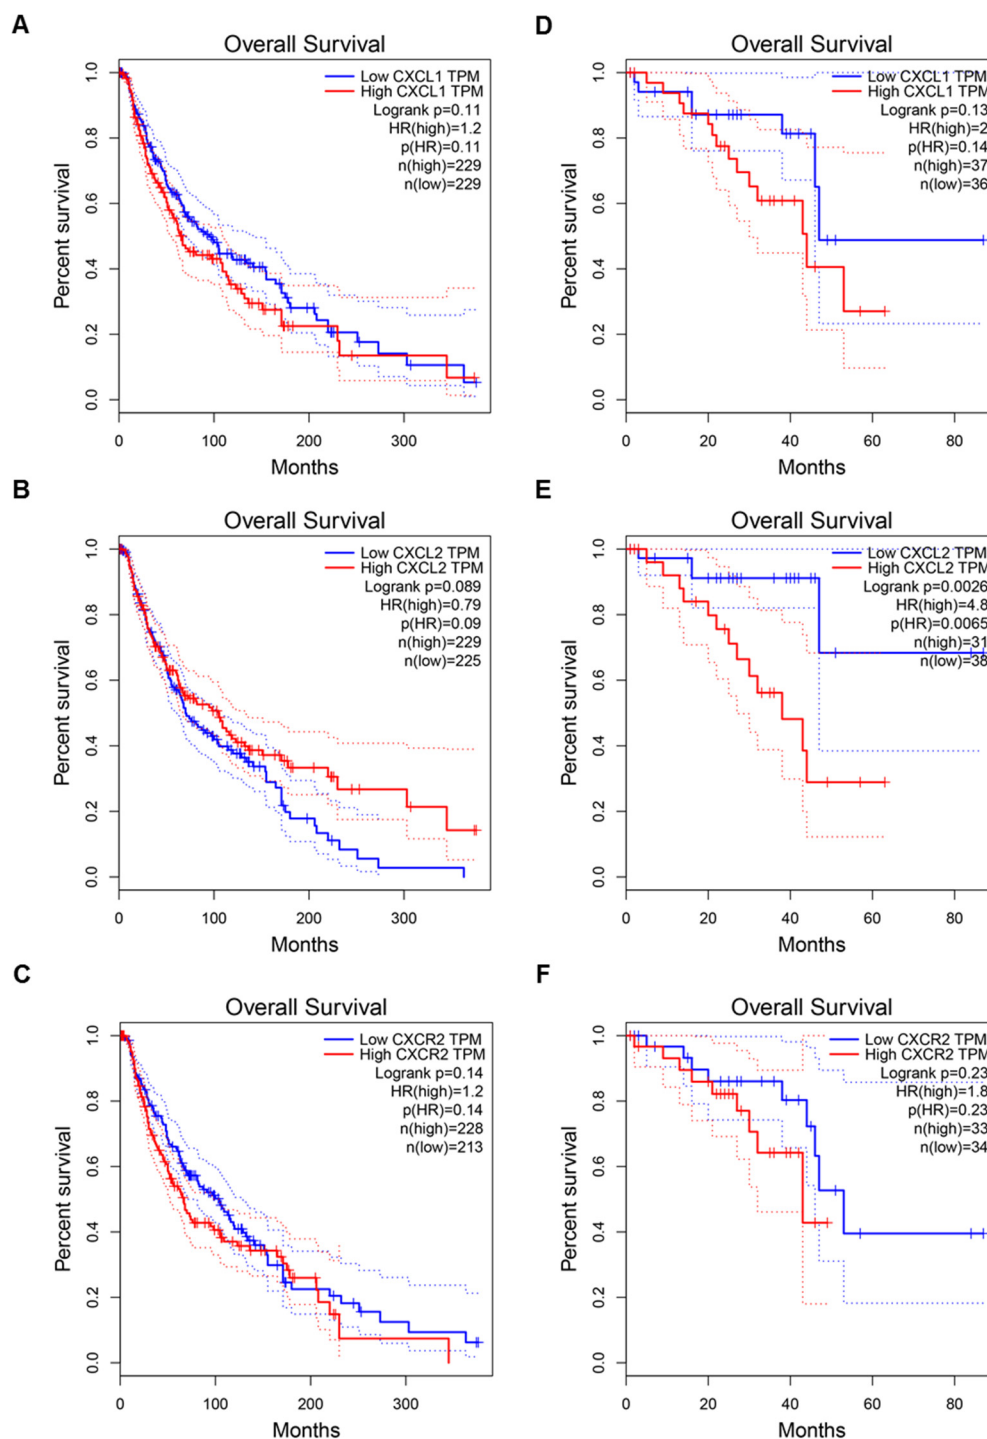

**Figure S5. High level expression of CXCL1, CXCL2 and CXCR2 predicts poor prognosis of melanoma.**

**A-F.** The survival probability of skin cutaneous melanoma (SKMC, A, B, C) and uveal melanoma (UVM, D, E, F) patient derived melanoma tumor with higher and lower *CXCL1*, *CXCL2* and *CXCR2* expression. These data acquired from the TCGA and the GTEx projects, using a standard processing pipeline by GEPIA website.

**Figure S6**

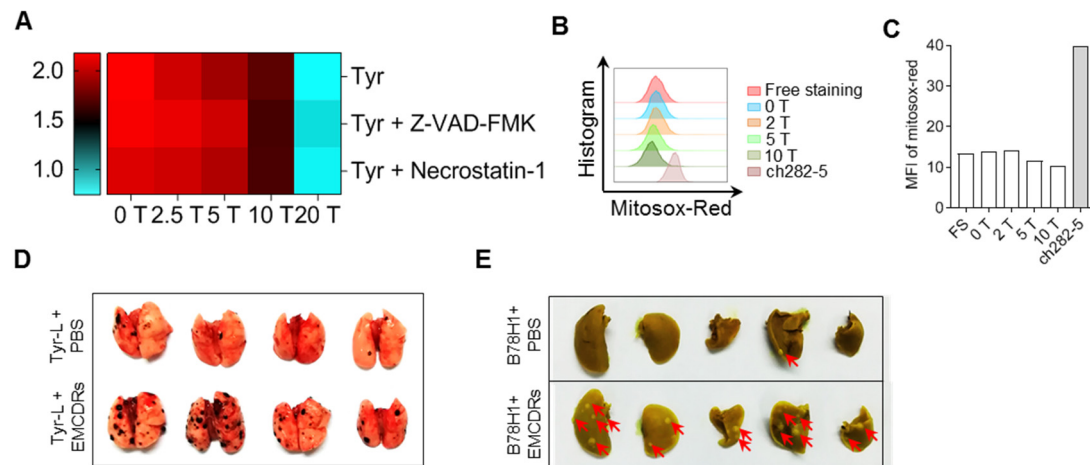

**Figure S6. Tyrosine-induced EMCDRs promote pulmonary metastasis niche.**

**A.** Relative cell viability of B16 cells. B16 cells were treated with tyrosine and pan-caspase inhibitor Z-VAD-FMK or RIP1 inhibitor necrostatin-1 for 24 h. **B-C.** B16 cells were treated with tyrosine or ch282-5 for 24 h, then the mitochondrial ROS was measured by the mitosox-red staining. **D-E.** Photos of the Tyr-L cell (D) or B78H1 cell (E) invasive lung. Tyr-L cells mixed with EMCDRs were transplanted into the mice through *i.v.* injection.

**Figure S7**

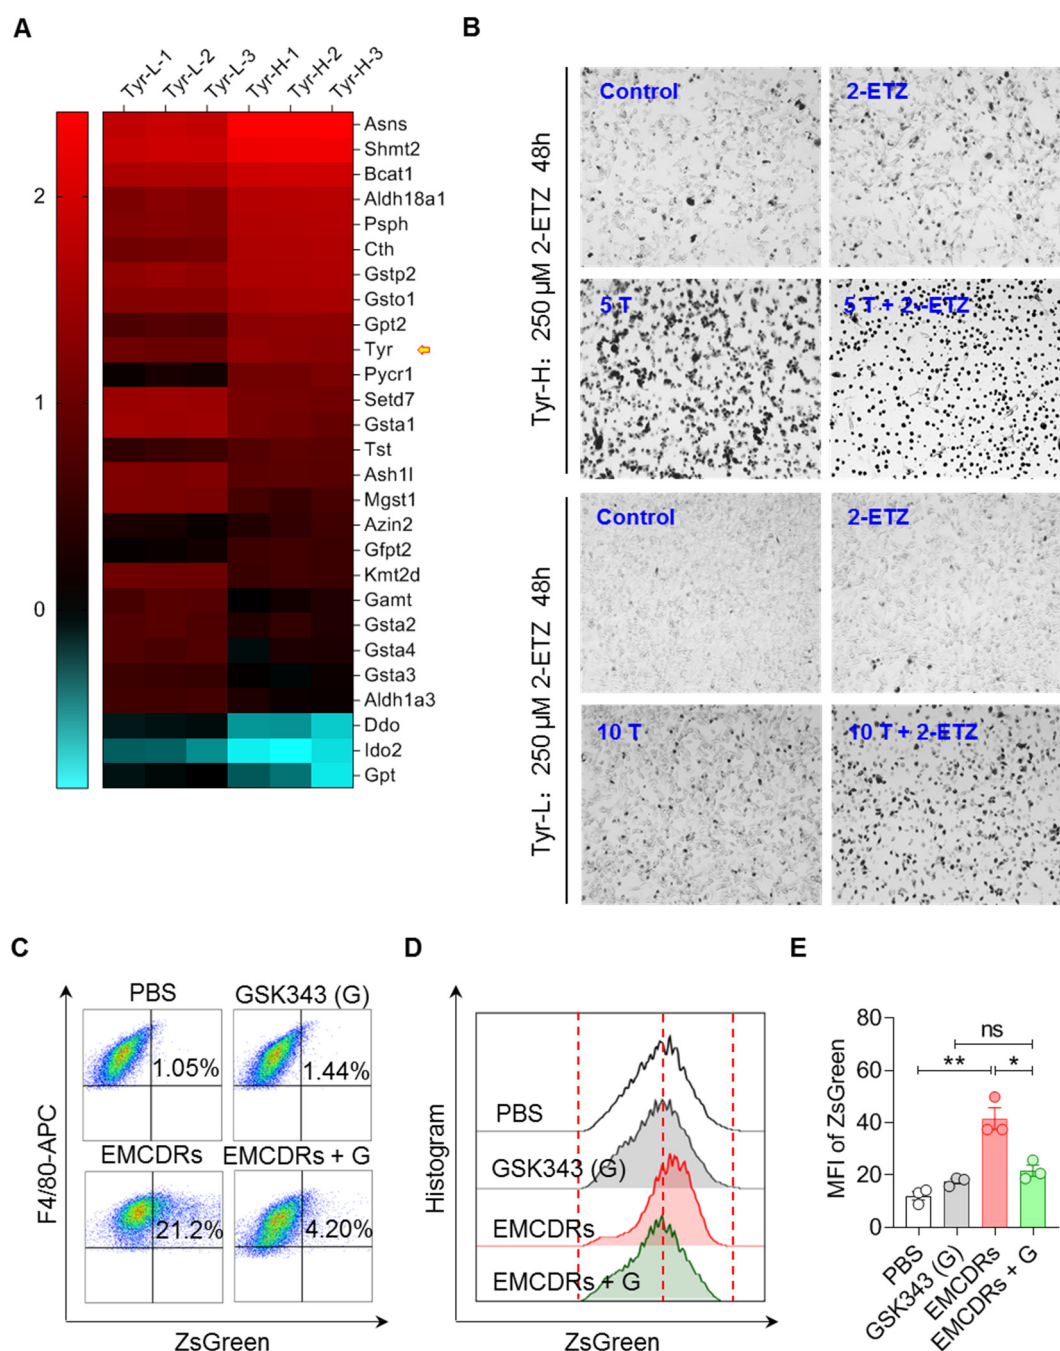

**Figure S7. Tyrosinase agonist enhances excess melanosome dependent cell death (EMCD).**

**A.** Differentially expressed genes associated with amino acid metabolism were enriched by KEGG analysis and presented by heatmap. **B.** Photos of Tyr-H cells and Tyr-L cells. Cells were treated by tyrosine combining with 2-Ethoxybenzamide (2-ETZ) for 48 h. **C-E.** Peritoneal macrophages were co-cultured with EMCDs with or without 40  $\mu$ M GSK343 addition for 10 h. Macrophage phagocytosis were detected by flow cytometry. All data given as mean  $\pm$  SEM,  $n \geq 3$ . \* $P < 0.05$ , \*\* $P < 0.01$ , ns, not significant. All results shown are representative of three independent experiments.

Figure S8

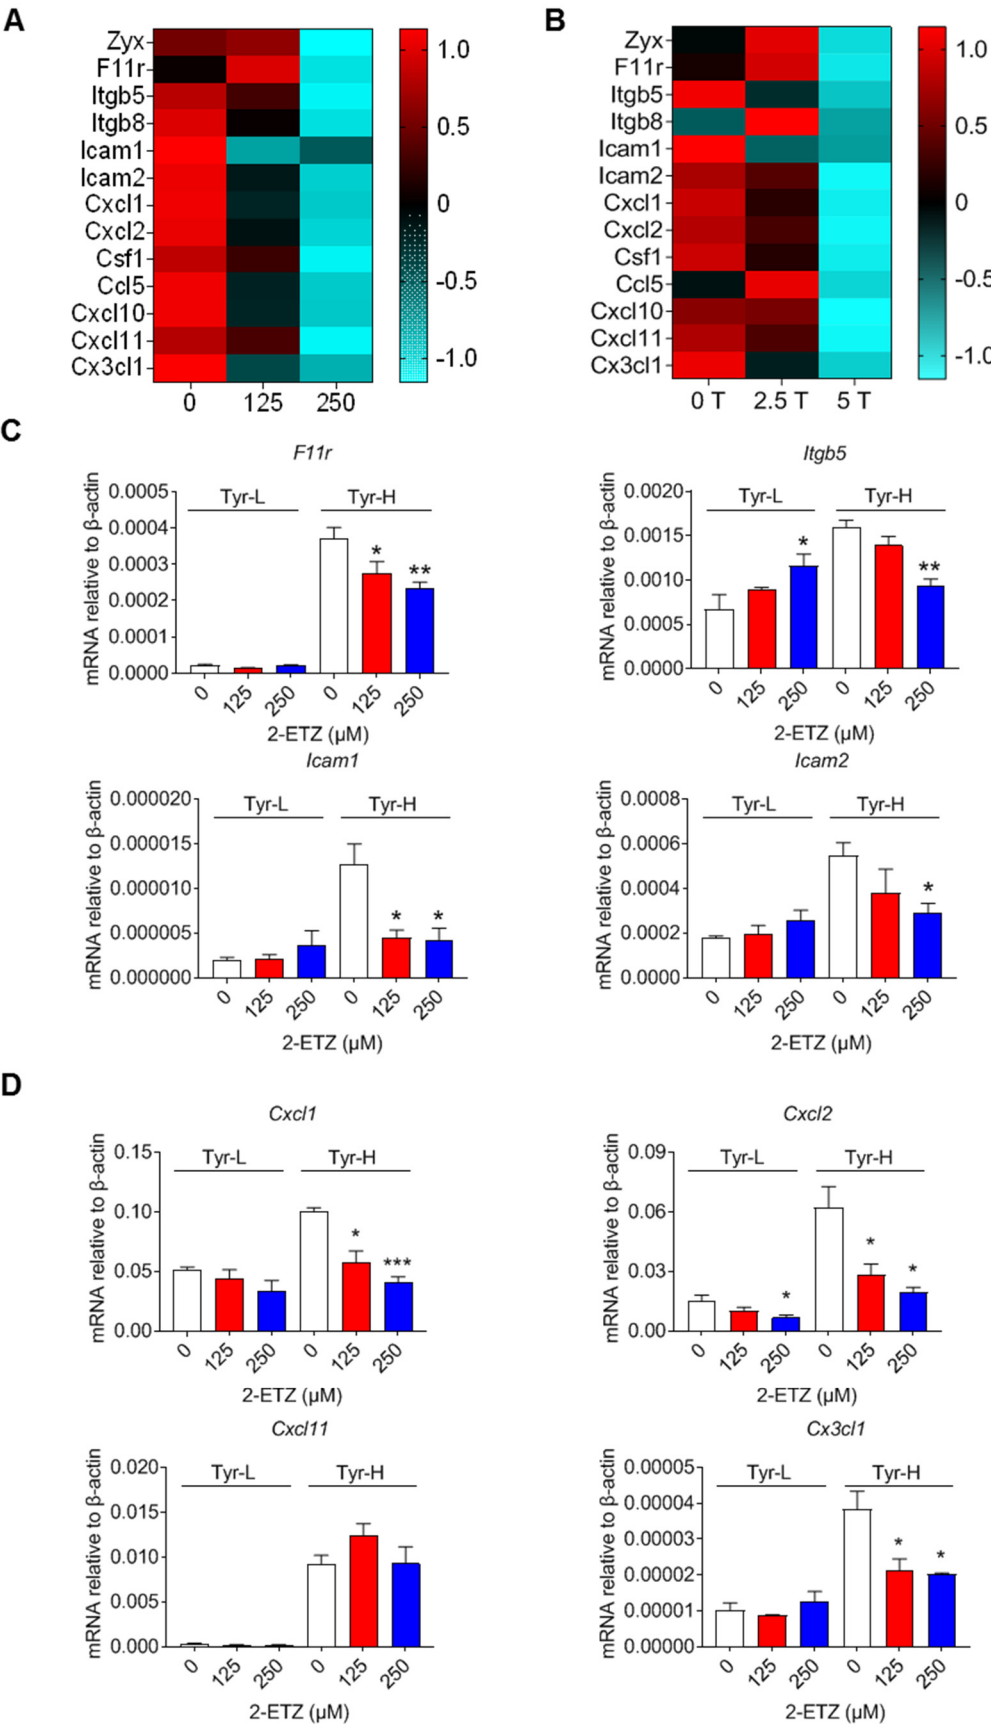

**Figure S8. Excess mobilization of tyrosinase impaired adhesion and chemotaxis associated gene expression.**

**A-B.** Adhesion and chemotaxis associated gene expression in B16 cells. B16 cells were treated with 0  $\mu$ M, 250  $\mu$ M, 500  $\mu$ M 2-Ethoxybenzamide (2-ETZ, A), or 0 T, 2.5 T, 5 T tyrosine (B) for 24 h. **C-D.** Adhesion and chemotaxis associated gene expression in Tyr-L cells and Tyr-H cells. Tyr-L cells and Tyr-H cells were treated with 0  $\mu$ M, 125  $\mu$ M, 250  $\mu$ M 2-Ethoxybenzamide (2-ETZ) for 24 h. All data given as mean  $\pm$  SEM.,  $n \geq 3$ .  $*P < 0.05$ ,  $**P < 0.01$ ,  $***P < 0.001$ , ns, not significant. All results shown are representative of three independent experiments.

**Figure S9**

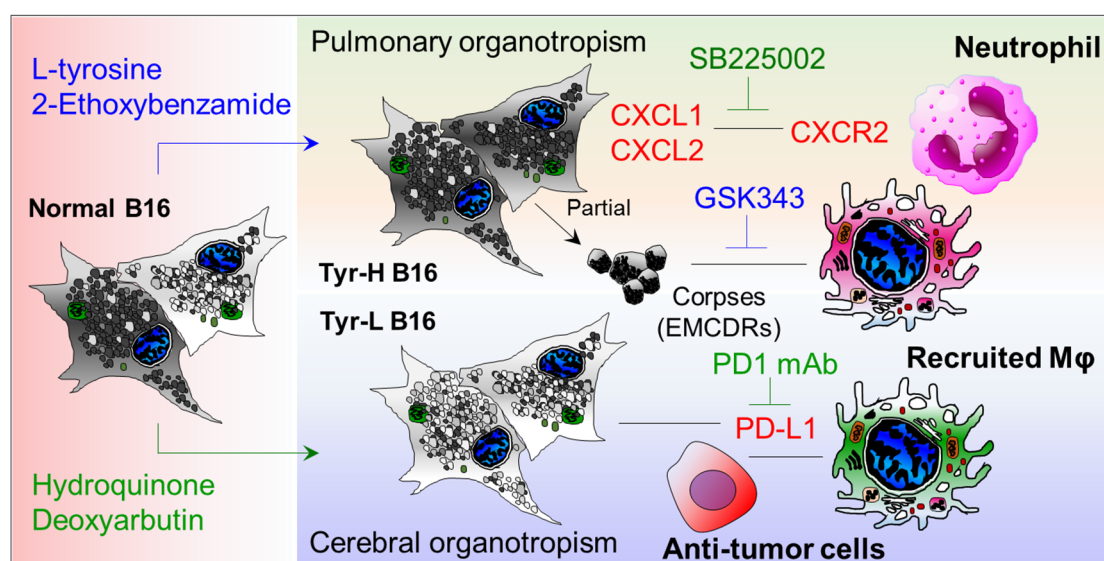

**Figure S9. Schematic representation.** Tyr-H cells efficiently use tyrosine to synthesize melanin. At an appropriate concentration of tyrosine, Tyr-H cells secrete large amounts of CXCL1, CXCL2 and other chemokines to recruit neutrophils and macrophages (Mφ) to the lung. Some extremely sensitive B16 cells die from excessive melanosome accumulation, and the remains of dead cells (EMCDRs) train macrophages to promote the metastatic microenvironment and lung metastases. Tyr-L cells inefficiently use tyrosine to synthesize melanin. Tyr-L cells induce macrophages to express PD-L1 and promote their colonization in the brain. On the one hand, 2-ETZ plus tyrosine over-stimulates melanin synthesis promote the death of Tyr-H cells, simultaneously inhibiting the phagocytosis of macrophages suppresses lung metastasis microenvironment, combined with PD1 mAb to decrease melanoma metastasis to the lung and brain. On the other hand, hydroquinone inhibits melanin synthesis in Tyr-H cells, which allows Tyr-H cells to survive in the lung, simultaneously disturbing the recruitment of neutrophils and macrophages with SB225002 to inhibit lung metastasis microenvironment, combined with PD1 mAb suppresses the metastasis to the lung and brain.

How the deposited data were processed for this re-analysis (not part of the article)

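RNA from Tyr-H and Tyr-L cells, subclones of the mouse B16 melanoma line, had been sequenced in 3 libraries of each, and these 6 libraries were the only groups. The condition and replicate number of each library came from the submitters' labels, and the numbers 1 to 3 in both groups gave the pairing used in an alternative. The authors deposited a table of FPKM values for each library, normalized by them for transcript length and sequencing depth. The paper's text gives the kit, the instrument and the thresholds (Q value and fold change) but names no aligner, genome build, annotation or quantifier, nor the test behind the Q values; for comparisons of populations it names a two-tailed unpaired t-test. Genes without a value in a library are not listed in its table, and no deposited value is 0. Such values were taken as 0 here. Of the 20788 genes listed at least once, 14425 were listed in all 6 libraries, and of the 953 missing from exactly 1, 8 had a mean of at least 1 FPKM in the others.

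Coordinates, strands and overlapping genes came from GENCODE M21 (GRCm38), in which 20709 of the identifiers were found, all on the chromosome the tables give. The tables' own start and end were equal to the annotated gene at both ends for 10391 genes, and 8948 genes shared their deposited locus with another gene. Coordinates count from 1. The values of genes that overlap another gene are uncertain, and so are those of paralogs between which reads could be split. This also holds for Vcan, Eif2ak2, Nectin2 and Tnfrsf9, which are named without that remark. They overlap Gm4117, Gm26637, Gm20512 and Camta1, in that order.

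Depth is not given in counts. The step between the lowest values of genes with transcripts of at least 1500 nt gave an estimate of 19600000 to 22700000 fragments per library, with medians of 20600000 in Tyr-L and 21000000 in Tyr-H. The values of most genes were not whole multiples of that step, so no count test was run. A floor of 3 fragments was computed for each gene from this estimate and its longest annotated transcript. It is approximate and covers counting error only, and a fold against a group at or under the floor is given as a lower bound.

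Expression was compared on log2(FPKM + 0.1) for the 14336 genes with a mean of at least 0.1 FPKM over the 6 libraries, with limma 3.58.1 in R 4.3.3 (lmFit with 1 coefficient for Tyr-H against Tyr-L, eBayes with a variance trend, Benjamini-Hochberg adjustment over all tested genes). A gene was called at an adjusted p of at most 0.05 and an absolute log2 fold change of at least 1. Means and SD are of FPKM over 3 libraries. Single genes also had an exact permutation test of 3 against 3, two-sided, on FPKM. Family enrichment used Fisher's exact test, two-sided, against all tested genes. Gene lists fixed beforehand were tested with limma's camera (inter-gene correlation 0.01) and by the percentile of their median log2 fold change among 10000 random lists matched on mean expression. Medians by chromosome were compared with 10000 permutations of genes over chromosomes. Other steps used Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9.

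The procedure was tested on simulated data with 14304 genes of which 200 were changed. Of the 197 changed genes that passed the filter, 180 (91.4%) were called in the right direction, as were 100% of the 150 with a mean of at least 1 FPKM, and 7 unchanged genes were called among 14133 tested. With no gene changed, 2 of 14120 were called. Every simulated change was larger than the fold-change threshold, and only 200 genes were changed. The spread between replicates beyond counting error was set small and equal for all genes, and genes varied independently. The shares called therefore do not hold for changes near the threshold. The numbers of false calls do not hold for a wider spread between libraries.

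The genes named are those the paper's text names from the sequencing, genes shown in its Fig. 3D, 4C, 6A and S7A where a sentence needs them, the genes of the lists fixed beforehand, and the 5 largest increases and 5 largest decreases among called genes with a mean of at least 1 FPKM whose groups did not overlap. Also named are the members of the cytokine families called higher, marker genes of immune cells, genes that overlap a named gene, and mt-Co1.

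Alternatives were pseudocounts of 0.01 and 1, no filter on low values, a mean of at least 1 FPKM, rescaling to a total of 1000000 FPKM, median ratio scaling, quantile normalization, 3 other ways of estimating the variance, the replicate number as a block, each library left out in turn, a fold change between group means, no fold-change threshold, and a correction for GC content and gene length with and without the block. The last pair and the replacement of unlisted values in the heatmaps by 1 FPKM were chosen after seeing the data. The closing section gives their effects. Measurements from the paper's other experiments (RT-PCR, protein and animal experiments) and the KEGG gene sets were not used here.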

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

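The gene lists, the chromosome medians and most alternatives were chosen before the data were examined. Of the genes named, the largest increases and decreases, the members of the cytokine families called higher, and mt-Co1 were picked by their values. Some of these the paper names or shows too. The tests of scaling and of GC content and gene length for the NF-kappaB target, melanogenesis and proliferation lists, the tests of the ATF4 and NF-kappaB lists without the genes the paper shows, the tests of scaling and of swapped labels for Mitf, the comparison of the rise of the immune cell markers with that of the interferon-stimulated genes, and the tests of GC content and of regions within chromosome 2 were chosen only after the result was seen. For each list, 1 of the 4 splits of the 6 libraries that part 3 same-numbered pairs gave a median as far from 0, namely the grouping by cells itself. The other 6 of the 10 splits part 1 such pair, and in these too each of the 5 medians was nearer to 0. That share cannot be lower, since the grouping by cells is always counted, and each other split mixes the cells, so with 3 libraries against 3 the splits cannot tell any pattern reported here apart from chance, and each is a hypothesis. All cells of a group differ from the other group in whatever distinguishes the subclones, so a link to tyrosine use itself was not tested.

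Genes of 3 programs that the paper does not discuss as such were higher in Tyr-H cells. The 30 tested genes of the ATF4 amino acid response had a median log2 fold change of 1.60, or 1.75 relative to the median of all tested genes (-0.15). All 30 were higher, 24 were called, 30 had an adjusted p of at most 0.05 over the list alone, and all 30 had no overlap between the groups, where chance gives 10% (camera adjusted p = 6.5e-29). Of all tested genes, 64% had no overlap between the groups. The camera p-values, here and for the lists below, assume an inter-gene correlation of 0.01 that was set and not estimated. Genes of a list are not independent replicates, so these p-values compare genes within the 6 libraries and do not measure replication. Among the 30 genes of the list, Trib3 rose from 9.76 ± 2.51 to 118 ± 12.4 FPKM (SD, n = 3 each), Ddit3, which overlaps other genes, from 22.7 ± 2.82 to 107 ± 21.8 FPKM, and Atf4 itself from 132 ± 10.5 to 312 ± 23.4 FPKM. The scaling that brought the median nearest to 0 gave 1.51, the correction for GC content and gene length gave 1.65, and the 22 genes of the list that the paper does not show in its figures had a median of 1.44 (16 called), so none of these explains the pattern in full. A candidate explanation is that Tyr-H cells, at the time of RNA extraction, had a stronger response to amino acid shortage or to stress of the endoplasmic reticulum. The amino acid genes of Fig. S7A that rose in Tyr-H cells include members of this list. All 30 genes were higher under each scaling tried. The grouping by cells was 1 of 4 splits as large, and the largest median in any of the other 9 of all 10 splits was 0.67.

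The 30 interferon-stimulated genes had a median log2 fold change of 0.91 (1.06 relative to all tested genes). Of these, 27 were higher in Tyr-H cells, 13 were called and 25 had an adjusted p of at most 0.05 over the list alone (camera adjusted p = 5.9e-11). The response was uneven: Usp18 rose from 1.95 ± 0.427 to 8.65 ± 1.52 FPKM (SD, n = 3 each), while Ifit2, Eif2ak2 and Gbp2 were lower, with log2 fold changes of -0.38, -0.30 and -0.06, and Mx1 was within the spread between replicates (0.13). Gbp2 changed sign after median ratio scaling and after quantile normalization, and Ifit2 and Eif2ak2 stayed lower under each scaling tried. The scaling nearest to 0 gave a median of 0.82 and the correction for GC content and gene length 0.99. RNA from immune cells in the cultures was looked for with marker genes: Ptprc, Itgam, Csf1r, Adgre1 and Cd3e were not listed in any library, and the highest value of a marker in a Tyr-H library was 0.445 FPKM, for Lyz2, which was at up to 0.378 FPKM in Tyr-L cells, while Cd79a was at up to 0.314 FPKM in Tyr-L and 0.112 FPKM in Tyr-H cells. This lies between the levels set for presence and absence, so a trace of such RNA in both cultures is left open, but not as the origin of the rise: from Tyr-L to Tyr-H the summed mean of the markers rose by 0.024 FPKM, 0.02% of the rise of the list (117 FPKM). The grouping by cells was 1 of 4 splits as large. Cxcl10, Cxcl11 and Ddx58, which the paper discusses, might be part of the same response.

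The 23 tested NF-kappaB target genes had a median log2 fold change of 1.06 (1.21 relative to all tested genes), with 22 higher in Tyr-H cells (20 to 23 over the scalings tried), 14 called, and 19 with an adjusted p of at most 0.05 over the list alone (camera adjusted p = 5.3e-12). Relb rose from 4.19 ± 0.249 to 15.0 ± 0.937 FPKM and Nfkbie from 2.0 ± 0.211 to 6.64 ± 1.05 FPKM (SD, n = 3 each). The list includes Cxcl1 and Cxcl2, and without the 5 genes that the paper shows the median of the other 18 was 1.00, with 9 called. The median was 1.21 or more under the 3 scalings and 1.29 after the correction for GC content and gene length. Median ratio scaling and quantile normalization raised the median of all tested genes by 0.14 and the correction by 0.15. A move away from 0 is therefore no evidence of its own, although the list stayed above all tested genes. Rescaling to a total of 1000000 FPKM raises all values against an unchanged pseudocount, so it does not test scaling alone. A pseudocount of 1 gave the lowest median of any setting, 0.59. Activity of NF-kappaB in Tyr-H cells could therefore be a source of the high Cxcl1 and Cxcl2, a hypothesis that RNA levels alone do not test. The grouping by cells was 1 of 4 splits as large.

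Mitf, a regulator of melanogenesis genes, was lower in Tyr-H cells, in which the paper reports more tyrosinase and no difference in MITF (Fig. S2, a measurement not analysed here). Its 3 Tyr-L libraries had 98.2, 86.7 and 86.6 FPKM and its 3 Tyr-H libraries 26.8, 24.7 and 23.7 FPKM, a log2 fold change of -1.85 (standard error 0.06, adjusted p = 1e-07 from limma; exact permutation test, two-sided, p = 0.1). The scaling nearest to 0 gave -1.70 and the correction for GC content and gene length -1.57. A loss of the region is not what its neighbours show, since the 20 tested genes within 5 Mb had a median log2 fold change of 0.02. With Tyr as the marker the labels were not swapped, since its lowest Tyr-H value exceeded its highest Tyr-L value by 8.98 FPKM. Tyrp1 and Dct, which encodes TYRP2, went the other way, with log2 fold changes of -0.23 and -0.64. The paper reports more TYRP1 and TYRP2 in Tyr-H cells, so these markers together do not decide whether labels were swapped. The pattern held against the tests of scaling, of GC content and gene length, and of the region. Whether the protein follows the RNA in these cells was not tested.

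The 23 tested melanogenesis genes as a list had a median log2 fold change of -0.73 (-0.58 relative to all tested genes) and 20 were lower in Tyr-H cells, 8 of them called, while Tyr was the 1 called higher (22 with an adjusted p of at most 0.05 over the list alone; camera adjusted p = 7.2e-05). Tspan10 had a log2 fold change of -1.62, Mlph -1.16 and Rab27a -1.17. The count of lower genes was 19 to 21 over the scalings tried, and Tyr was not called after rescaling to a total of 1000000 FPKM. After the scaling nearest to 0 the median was -0.58 and after the correction for GC content and gene length -0.56. The fall of the list may follow from the lower Mitf, with Tyr raised by another route. That was not tested. The grouping by cells was 1 of 4 splits as large.

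The 25 proliferation genes had a median log2 fold change of -0.53 (-0.38 relative to all tested genes), and all 25 were lower in Tyr-H cells in the values as deposited, with 2 called, Mki67 (-1.19) and Cenpf (-1.25), and no overlap between the groups in any of the 25, where chance gives 10% (camera adjusted p = 6.7e-10). Of all tested genes, 64% had no overlap between the groups. The scaling nearest to 0 gave -0.38 and the correction for GC content and gene length -0.43, so the direction held, for all 25 genes, under each scaling tried. The paper reports that Tyr-L cells proliferated faster (Fig. 1D-E), and the list is in line with that. The grouping by cells was 1 of 4 splits as large.

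Chromosomes differed in their median log2 fold change, and 12 of 20 had an adjusted permutation p of at most 0.05. The median log2 fold change of the 1150 tested genes of chromosome 2 deviated from that of all tested genes by -0.24, and that of the 780 genes of chromosome 3 by -0.22, while chromosome 14 (476 genes) deviated by 0.15 and chromosomes 11, 15 and 17 by 0.09 each. These 6 chromosomes each had a permutation p of 0.0001 (adjusted p = 0.00033). The largest deviation of any chromosome had a permutation p of 0.0001, the smallest that 10000 permutations of genes can give. The deviation was seen in each library: on chromosome 2 it was 0.12, 0.12 and 0.12 in the Tyr-L libraries and -0.12, -0.12 and -0.13 in the Tyr-H libraries, relative to the mean of all 6. Of the 19 bins of 10 Mb on chromosome 2, 18 (94.7%) were below the median of all tested genes, as were 14 of 16 (87.5%) on chromosome 3 and 1 of 11 (9.09%) on chromosome 14, so the shift is not confined to a few regions of chromosome 2. After the correction for GC content and gene length chromosome 2 deviated by -0.23. Neighbouring genes were correlated in their log2 fold change, but genes 10 apart still had 0.36 of the correlation of adjacent genes (Spearman rho 0.048 against 0.132), which fell to -0.001 once the chromosome medians were removed. A candidate explanation is that Tyr-H and Tyr-L cells differ in the copy number of several chromosomes, with fewer copies of chromosomes 2 and 3 and more of others, such as chromosome 14, in part or all of the Tyr-H cells, as subclones of a line can. The smaller deviations of the other chromosomes were not examined further. Genes of a chromosome are not independent, no DNA was measured here, and the grouping by cells was 1 of 4 splits as large (0.24, against at most 0.09 in any of the other 9 of all 10 splits).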

How the results depend on the processing

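The correction for GC content and gene length, alone or with the replicate block, and the replacement of unlisted values were chosen only after the data were seen; the splits of the libraries were planned. The planned quasi-likelihood test on counts was not run, since the files hold no counts and the FPKM values did not give whole reads for nearly all genes. With a mean of at least 1 FPKM as the filter, genes under that level have no value, and a fold-change setting cannot change the gene lists or the chromosomes.

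In the 14336 genes tested, 1254 were called, 425 higher and 829 lower in Tyr-H cells. Of the 4 splits of the libraries that part 3 same-numbered pairs, 1 gave as many, the grouping by cells itself; the other 3 called 0 genes, with 194, 166 and 153 genes at an unadjusted p under 0.05, and the most called in any of the other splits was 2. Each of these splits puts both kinds of cells on both sides, which widens the spread within a side and leaves few genes to call, so they do not measure the share of false calls. With a pseudocount of 1, 388 genes were called (185 higher, 203 lower), and all 388 were among the 1254. With a mean of at least 1 FPKM as the filter, 640 were called (247 higher, 393 lower), 639 of them among the 1254, and without a fold-change threshold 8292 (2570 higher, 5722 lower). The number called lower was 494 after quantile normalization, 505 after correction for GC content and gene length, and 510 with that correction and the replicate block, but 1175 (of 1578 called) after rescaling to a total of 1000000 FPKM and 1003 (of 1492) with the fold change taken between group means. The share of called genes that were higher in Tyr-H cells, 33.9% in the values as deposited, was 25.5% after rescaling to a total of 1000000 FPKM, 47.8% after median ratio scaling, 55.3% after quantile normalization, 52.3% after the correction and 47.7% with a pseudocount of 1. Median ratio scaling and quantile normalization moved the median of all tested genes by 0.14 and the correction by 0.15, so which direction has more genes depends on the scaling. With 1 library left out, 1149 to 1279 genes were called, 385 to 451 higher and 741 to 849 lower.

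Of the 6 adhesion genes of Fig. 3E-J, 5 were called, 2 with a pseudocount of 1 and 1 with a mean of at least 1 FPKM as the filter, which removes 4 of the 6. Of the 20 genes of Fig. 3D with a clear direction, 15 were called, 7 with a pseudocount of 1 and 8 with that filter. The 3 genes drawn lower in Fig. 4C were all called, but 0 of them with a pseudocount of 1 or with that filter. After median ratio scaling or quantile normalization 1 of the 3 was called, and with 1 library left out 0 to 3, the fewest without Tyr-L replicate 3. Tyr had a log2 fold change of 0.99 after rescaling to a total of 1000000 FPKM, under the threshold, with an adjusted p of 3e-06 (5.1e-07 to 0.003 over its alternatives). Tal1 had -0.59 with a pseudocount of 1, under the threshold, with an adjusted p of 8.4e-05 (8.4e-05 to 0.0017 over its alternatives). Ddx58 was called under every alternative, with log2 fold changes of 1.44 to 1.75. The chemokine genes called were 5 or 6 of 6, the CXCR2 ligand genes 2 or 3, and the odds ratio of the cytokine families 2.62 to 39.8, each in the same direction.

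Of the 84 single genes named, the sign reversed for 3 in some setting. Vcan was at -0.06 without Tyr-H replicate 1, in a range of -0.06 to 0.68 over the 6 fits that each left out 1 library. Il15 was at 0.02 with a pseudocount of 1, at 0.27 between group means, and from -1.14 to 0.71 with 1 library left out. Map3k7 was at 0.05 after the correction for GC content and gene length, with or without the replicate block. The cause was not tested for any of these changes. Apart from these 84, members of the gene lists with changes near 0 also changed sign with the scaling: Rel, Traf2 and Nectin2 were negative after rescaling to a total of 1000000 FPKM, Birc2 and Gbp2 were positive after median ratio scaling and quantile normalization, Slc45a2 was positive after median ratio scaling, and Gpnmb was negative after quantile normalization. Of the 84, 46 kept direction and call in every setting; in at least 1 setting 23 were weaker and 13 stronger. A pseudocount of 1 made 18 of them weaker, and leaving out 1 library made 7 weaker and 5 stronger. The medians of the 7 gene lists kept their direction in every setting, although that of the CXCR2 ligand genes, 7.23, was lower with a pseudocount of 1 and 1.36 with no filter on low values, and the deviation of chromosome 2 stayed between -0.25 and -0.18.

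With the replicate number as a block, 1258 genes were called, 1233 of them among the 1254, and all 84 single genes kept their call. The numbers did not pair the libraries: the mean correlation of deviations from the group means was -0.043 for same-numbered and 0.022 for differently numbered libraries.

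Depth and the pseudocount both bear on the low genes, and their effects were not separated. Of the 1254 called genes, 615 had a mean under 1 FPKM. In the simulated data, where every change exceeded the fold-change threshold, all changed genes with a mean of at least 1 FPKM were called. Of all changed genes tested there, 91.4% were called. Absence of genes such as Ppbp and Cxcl15 in these libraries is not shown at this depth.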

Differences from the paper's values

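The setting of unlisted values to 1 FPKM was chosen only after the values were seen. The paper draws a mean of about 0.36 for Icam1 in Tyr-L cells in Fig. 3F, read by eye, against 0.0178 FPKM from the deposited values. Most alternatives set before the data were examined cannot change this mean. Only the scalings and leaving out a Tyr-L library can, and none of them closed the gap. Their values ran from 0.00855 FPKM after quantile normalization to 0.0396 after rescaling to a total of 1000000 FPKM. That rescaling raises all values, so 0.0396 is not on the scale of the drawn mean. With the value of Tyr-L library 1, in which Icam1 is not listed, set to 1 FPKM, an alternative chosen after seeing the values, the mean was 0.351 FPKM. Fig. 3F marks the difference in Icam1 as not significant, while its log2 fold change here was 2.53 (adjusted p = 0.00014 from limma; 7.5e-05 to 0.14 over its alternatives, the highest with the unlisted value set to 1 FPKM, where the log2 fold change was 1.38 and Icam1 was not called).

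The paper counts as different the genes with a fold change of at least 2 and a Q value of at most 0.05, and 11 genes that its heatmaps or network draw in a clear direction were not called here. All 11 changed in the drawn direction with an adjusted p of at most 0.05, and all were called where no fold-change threshold was set. Itgb5 (0.96) and Vegfa (0.91) were called after median ratio scaling, after quantile normalization and without Tyr-L replicate 2. Gstp2 (0.85) was called after median ratio scaling, Crlf2 (0.84) after quantile normalization, and Azin2 (0.83) after quantile normalization and without Tyr-H replicate 1. Pak3 (0.84) was called after quantile normalization and after the correction for GC content and gene length, with or without the replicate block, a correction chosen after seeing the values. Tnfrsf11b (0.88) was called in these settings, the correction chosen after seeing the values among them, after median ratio scaling, without Tyr-H replicate 1 and with the fold change taken between group means. Col1a2 (-0.91) was called with a pseudocount of 0.01, after rescaling to a total of 1000000 FPKM, without Tyr-H replicate 1 and with the fold change between group means. For H2-D1 (0.79), Cx3cl1 (0.72) and Map3k7 (-0.24) no setting with a fold-change threshold gave a call. Vcan (0.35, adjusted p = 0.48) and Il15 (-0.36, adjusted p = 0.71) were called in no setting.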

Other observations

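The test of how Icam1 was drawn was chosen only after the result was seen, and no cause was tested for the other values.

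The mean drawn for Icam1 in Tyr-L cells in Fig. 3F may include a library without a value drawn as 0 on a log10 scale, that is as 1 FPKM. With the unlisted value of Tyr-L library 1 set to 1 FPKM the mean was 0.351 FPKM. The setting was picked because it could give the drawn value, so it cannot tell this explanation from others.

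Mitochondrial genes took 13.2%, 13.4% and 13.8% of all FPKM in the Tyr-H libraries and 9.4%, 8.9% and 9.4% in the Tyr-L libraries, and mt-Co1 alone, singled out after its values were seen, took 4.27%, 4.24% and 4.33% against 2.05%, 2.08% and 2.15%. The sum of FPKM was also higher, at 473089, 478081 and 494468 in Tyr-H against 456749, 450338 and 446757 in Tyr-L cells. No biological explanation was tested.

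Cd274, which encodes PD-L1, was not called: 1.23 ± 0.0735 FPKM in Tyr-L and 1.37 ± 0.0869 FPKM in Tyr-H cells (SD, n = 3 each; log2 fold change 0.15, standard error 0.13, adjusted p = 0.37 from limma; exact permutation test, two-sided, p = 0.2). It was slightly higher in Tyr-H cells under every alternative, from 0.06 to 0.36, with an adjusted p of 0.042 to 0.74, the lowest after the correction for GC content and gene length, so a small difference is not excluded. The paper reports PD-L1 in myeloid cells and macrophages, which were not sequenced here. Of the 5 tested immune checkpoint genes, Lgals9 was the 1 called, from 15.3 ± 1.09 to 31.3 ± 3.03 FPKM (SD, n = 3 each; log2 fold change 1.03, higher in Tyr-H cells). The median of the 5 was 0.18, or 0.33 relative to all tested genes (camera adjusted p = 0.0048, all 5 higher in Tyr-H cells as deposited, and 4 of 5, without Nectin2, after rescaling to a total of 1000000 FPKM, where Lgals9 was not called). Among 10000 random lists matched on mean expression this median was at percentile 96, less extreme than the 100 or 0 of the other lists.

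The paper reports more TYRP1 and TYRP2 in Tyr-H cells (Fig. S2, not analysed here). In the RNA, Tyrp1 was at 3667 ± 101 FPKM in Tyr-L and 3122 ± 138 FPKM in Tyr-H cells, and Dct, which encodes TYRP2, at 1446 ± 23.8 and 930.0 ± 51.6 FPKM (SD, n = 3 each), with log2 fold changes of -0.23 (adjusted p = 0.0028 from limma) and -0.64 (adjusted p = 4.2e-06). Both were negative under every alternative, from -0.58 to -0.04 for Tyrp1 and from -0.85 to -0.39 for Dct, and the adjusted p of Tyrp1 ran from 7.4e-05 to 0.52 over its alternatives.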
